# Integrative microRNA-gene expression network analysis in genetic hypercalciuric stone-forming rat kidney

**DOI:** 10.7717/peerj.1884

**Published:** 2016-03-31

**Authors:** Yuchao Lu, Baolong Qin, Henglong Hu, Jiaqiao Zhang, Yufeng Wang, Qing Wang, Shaogang Wang

**Keywords:** Urolithiasis, mRNAs, MicroRNAs, Microarray, Idiopathic hypercalciuria, Genetic hypercalciuric stone-forming rat

## Abstract

**Background.** MicroRNAs (miRNAs) influence a variety of biological functions by regulating gene expression post-transcriptionally. Aberrant miRNA expression has been associated with many human diseases. Urolithiasis is a common disease, and idiopathic hypercalciuria (IH) is an important risk factor for calcium urolithiasis. However, miRNA expression patterns and their biological functions in urolithiasis remain unknown.

**Methods and Results.** A multi-step approach combining microarray miRNA and mRNA expression profile and bioinformatics analysis was adopted to analyze dysregulated miRNAs and genes in genetic hypercalciuric stone-forming (GHS) rat kidneys, using normal Sprague-Dawley (SD) rats as controls. We identified 2418 mRNAs and 19 miRNAs as significantly differentially expressed, over 700 gene ontology (GO) terms and 83 KEGG pathways that were significantly enriched in GHS rats. In addition, we constructed an miRNA-gene network that suggested that rno-miR-674-5p, rno-miR-672-5p, rno-miR-138-5p and rno-miR-21-3p may play important roles in the regulatory network. Furthermore, signal-net analysis suggested that NF-kappa B likely plays a crucial role in hypercalciuria urolithiasis.

**Conclusions.** This study presents a global view of mRNA and miRNA expression in GHS rat kidneys, and suggests that miRNAs may be important in the regulation of hypercalciuria. The data provide valuable insights for future research, which should aim at validating the role of the genes featured here in the pathophysiology of hypercalciuria.

## Introduction

Kidney stones are commonly found in children and adults (Coe, Evan & Worcester, 2005), and can becaused by multiple factors. Idiopathic hypercalciuria (IH) is an important risk factor for calcium urolithiasis (Worcester et al., 2013; Yoon et al., 2013). Patients with IH have normal serum Ca^2+^, and increased urinary calcium excretion. But the pathophysiological process and molecular mechanism of IH are still unclear. The genetic hypercalciuric stone-forming (GHS) rat, has many pathophysiological characteristics identical to that of IH patients, such as normal serum Ca^2+^, hypercalciuria, elevated intestinal Ca^2+^ resorption and a tendency to lose calcium from the bone (Frick et al., 2013; Frick, Krieger & Bushinsky, 2015), which is regarded as an ideal animal model of calcium urolithiasis.

MicroRNAs (miRNAs) are a group of small, non-coding RNAs that regulate protein-coding gene function at the post-transcriptional level by binding to complementary sites on target mRNAs in the 3′UTR (Ambros, 2004). Meanwhile, miRNAs have been shown to regulate a wide range of biological processes including cell growth, metabolism, differentiation, proliferation and apoptosis, which have important implications in diseases processes (Ambros, 2001). Dysregulation of miRNAs has been associated with many human diseases. However, miRNA expression patterns and their biological functions in urolithiasis remain unknown. Understanding the relevance of miRNA and mRNA expression patterns in GHS rat kidneys is important to better elucidate the relationship between pathophysiological process and genes.

In this study we therefore conducted mRNA and miRNA expression profiling of three pairs of GHS and normal Sprague-Dawley (SD) rat kidneys. A subset of differentially expressed genes was validated by qPCR in 12 pairs of kidneys. Bioinformatic analysis was further performed to construct an integrative regulatory network of altered miRNA-mRNA transcriptsin GHS rat kidney.

## Materials and Methods

### Animals

The colony of GHS rats were created by selective breeding of male and female Sprague-Dawley (SD) rats with the highest 24-hour urine calcium excretion as previously described (He et al., 2015). By the 28th generation, GHS rats stably excreted significantly higher levels of urine calcium than wild-type normal SD rats. Normal SD rats were purchased from the Experimental Animal Center, Tongji Medical College, Huazhong University of Science and Technology, China. Twelve GHS rats with a body weight of 250–280 g were used for this study. A total of 12 normal SD rats were matched with GHS rats with respect to body weight and age, and served as control rats. All rats were fed 13 g/day of a normal calcium diet (1.2% calcium, 0.65% phosphorus, 0.43% chloride, 0.4% sodium, and 0.24% magnesium per gram of food). All animal procedures were approved by the Ethical Committee of Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology (No. TJ-A20141211). All surgeries were performed under sodium pentobarbital anesthesia.

### Urine and serum calcium and phosphorus determination

Two successive 24-hour urine samples were collected before rats were killed, then blood samples were taken after rats were killed. Urine calcium, serum calcium, and phosphorus were measured using an Abbott Aeroset AutoAnalyzer (Abbott Diagnostics, Chicago, IL, USA).

### RNA extraction

Total RNA was extracted from kidney tissue using RNeasy Fibrous Tissue kit (Qiagen, Dusseldorf, Germany) according to the manufacturer’s protocol. RNA purity and concentration were assessed by NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and electrophoresis of RNA on agarose gel containing formaldehyde was used to evaluate the integrity of RNA.

### Microarray

Three GHS rats and three SD rats were randomly selected for microarray analysis. The Affymetrix GeneChip miRNA 4.0 Array and Affymetrix Gene 1.0 Array for rats were used to compare miRNA and mRNA expression profiles, respectively, in GHS and control rat kidneys. Microarray analysis was performed by GMINIX Informatics Ltd. Co, Shanghai, China. The data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE75543.

**Figure 1:**
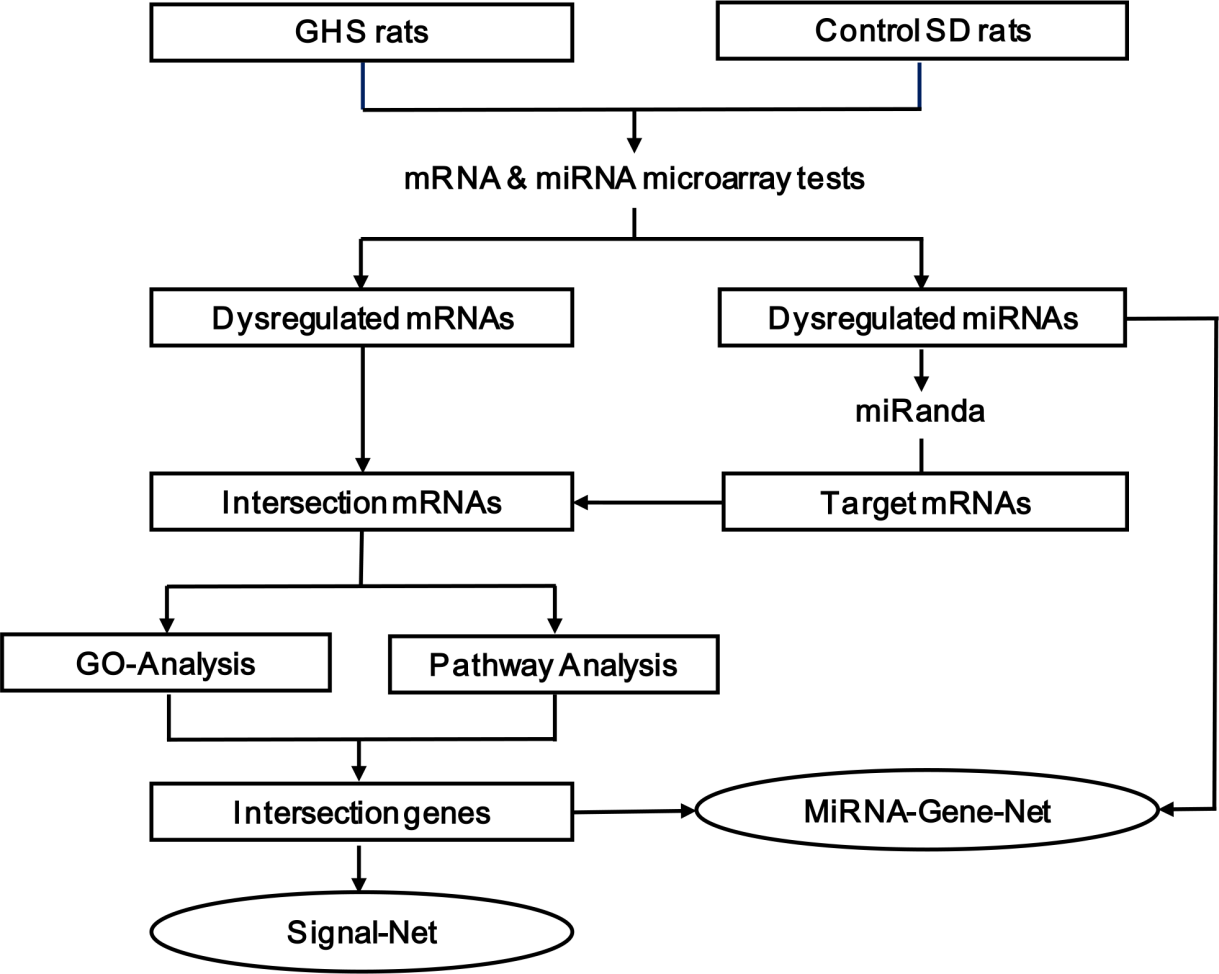
The multi-step strategy used in this study.

### Strategy

As shown in Fig. 1, we used a multi-step strategy to identify genes dysregulated in GHS rats relative to the control group. First, significantly differentially expressed mRNA and miRNA were identified using a random variance model (RVM) corrective analysis of variance (ANOVA) (Wright & Simon, 2003). Second, the miRanda database was used to predict putative miRNA targets, and the overlap between these target genes and differentially expressed mRNAs was established. Third, these intersecting genes were classified according to their biological functions using the Gene Ontology System. Similarly, pathway analysis was used to identify affected KEGG pathways. Fourth, genes that were present in both the enriched GO terms and significant KEGG pathways were used to construct a miRNA-gene network (Joung et al., 2007; Shalgi et al., 2007) and signal-net (Spirin & Mirny, 2003; Zhang & Wiemann, 2009). The center of the network is represented by a degree, which indicates the predicted interaction of a given miRNA with its target genes. All of the data mentioned above were analyzed by GCBI working platform (GMINIX Informatics Ltd. Co, Shanghai, P. R. China), and the principles and methodologies of data analysis were described in File S1. Finally, a subset of the predicted miRNA-mRNA pairs was selected for validation by qRT-PCR in an extended cohort of kidney tissues.

### Real-time RT-PCR

For mRNA, total RNA was extracted and 500 ng of RNA was used for cDNA synthesis using the Takara reverse transcription kit (Takara, Dalian, China) according to the manufacturer’s instructions. PCR was conducted using SYBR Premix Ex Taq (Takara, Dalian, China) according to the manufacturer’s instructions on an Mx3000P system (Agilent Stratagene, Santa Clara, CA, USA). The primers were chemically synthesized by Tsingke, Wuhan, China and are listed in Table S1. The All-in-One™ miRNA qRT-PCR Detection Kit (GeneCopoeia, Guangzhou, China) was used for both cDNA synthesis and quantitative detection using miRNA specific primers (GeneCopoeia, Guangzhou, China). GAPDH and U6 were used as internal controls to determine the relative expression of target mRNA and miRNA. All reactions were performed in triplicate.

### Statistical analysis

Continuous variables were expressed as means ± standard deviation. For each triplicate of microarray data, the geometric mean was used. Student’s *t*-test was applied for comparisons between two groups, and ANOVA for comparisons between more than two groups. A *P*-value of <0.05 was considered statistically significant.

## Results

### Serum calcium and phosphorus levels, and urine calcium excretion

Serum calcium and phosphorus levels were not significantly altered in GHS compared with SD control rats (Figs. 2A and 2B). GHS rats did, however, excrete significantly more urine calcium (mg/24 h) than SD control rats (Fig. 2C).

**Figure 2:**
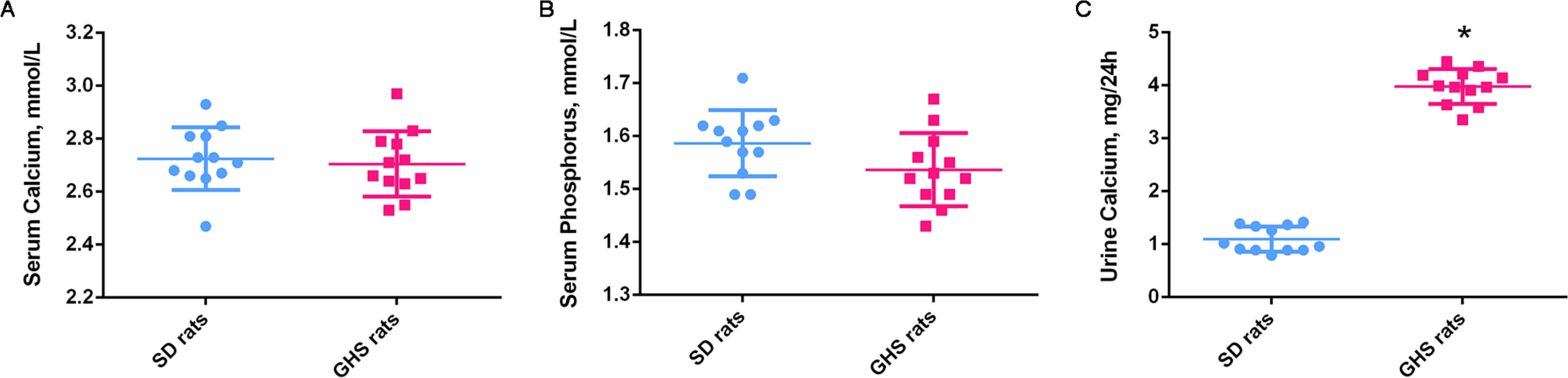
Serum calcium, phosphorus and urine calcium levels of GHS and normal SD rats. The serum calcium (A) and serum phosphorus (B) levels were not significantly altered in GHS compared with SD rats. The 24-h urine calcium (C) level in GHS rats was significantly increased. Symbol (*) indicates significant difference from control (*P* < 0.05).

### miRNA and mRNA expression profiles in GHS ratkidney

The miRNA expression profiles of three GHS rats’ kidney tissues and the control rats were determined using miRNA microarray analysis. A total of 19 miRNAs were significantly differentially expressed between the two groups (*p* < 0.05), of which 10 and nine miRNAs were up- or downregulated, respectively, in GHS vs. control rats (Table 1 and Table S2); of these rno-miR-184, rno-miR-21-3p and rno-miR-672-5p had the largest positive fold changes, while rno-miR-484, rno-miR-138-1-3p and rno-miR-201-3p had the largest negative fold changes. The expression levels of these 19 miRNAs are illustrated by the heatmap in Fig. S1.

**Table 1:** 19 dysregulated miRNAs. The significantly dysregulated miRNAs between GHS and SD rats.

miRNA	*P*-value	Fold-change	Style
rno-miR-184	0.00069	29.41	up
rno-miR-21-3p	0.001198	4.17	up
rno-miR-672-5p	0.047372	2.70	up
rno-miR-6324	0.018993	2.50	up
rno-miR-154-5p	0.028899	2.13	up
rno-miR-770-3p	0.040784	1.64	up
rno-miR-674-5p	0.003039	1.59	up
rno-miR-376a-3p	0.02666	1.52	up
rno-miR-99b-3p	0.049668	1.25	up
rno-miR-146a-5p	0.040208	1.18	up
rno-miR-203b-3p	0.018288	0.65	down
rno-miR-20b-3p	0.032176	0.64	down
rno-miR-206-3p	0.006578	0.45	down
rno-miR-196c-3p	0.028658	0.38	down
rno-miR-138-5p	0.018426	0.32	down
rno-miR-203a-3p	0.03408	0.30	down
rno-miR-201-3p	0.03048	0.25	down
rno-miR-138-1-3p	0.00485	0.11	down
rno-miR-484	0.004176	0.08	down

Microarray-based mRNA expression analysis was also conducted and 2,418 genes were identified as significantly differentially expressed in GHS rats (*P* < 0.05) including 1,057 upregulated genes and 1,361 downregulated genes (Table S3).

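The mRNA arrays compared the kidneys of genetic hypercalciuric stone-forming (GHS) rats, a line bred from Sprague-Dawley (SD) rats for high urinary calcium, with the kidneys of unselected SD rats. RNA from 3 male GHS rats and 3 male SD rats was hybridized, with 1 rat per array, to Affymetrix Rat Gene 1.0 ST arrays, on which each probe set reads a transcript through several short oligonucleotides. All rats received 13 g per day of a normal calcium diet. The authors deposited RMA values, which had been background-corrected, quantile-normalized between arrays and summarized per probe set on the log2 scale. The median log2 value was 5.19, 5.19 and 5.26 on the SD arrays and no higher than 5.21 on any GHS array, and the number of arrays limits the precision. Of the 29214 probe sets, 15310 carried a single gene symbol, 323 carried several and 13581 carried none, and genes are named only from the first kind. GHS was compared with SD by limma on the deposited values without a filter, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. In simulated arrays with the spread of these data, limma called 74 of 100 probe sets changed by 1 on the log2 scale, 97 of 100 changed by 2, and 7 of 29014 unchanged ones. On the real arrays 250 probe sets had an unadjusted p under 0.05 and a fold of at least 2. Only 13 probe sets passed when adjusted, so the simulated shares need not hold for these arrays. With 3 rats against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.10. A set of 41 gene lists of pathways, kidney cell types and neighbouring tissues was fixed before the deposited values were examined, but after the paper and its tables had been read, among them values of these same arrays in the first entries of Table S3, all up in GHS, so the lists were not chosen blind to the data. The list of sex genes had no measured gene, and the other 40 were tested with camera. It compares a list with the genes outside it, at a preset correlation of 0.01 between genes. The first principal component held 35.1% of the variance between arrays and the second 24.3%. SD replicate 3 had the lowest limma array weight, 0.37, against 0.76 to 1.99 for the other arrays.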

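At an adjusted p under 0.05, 13 probe sets passed, 8 higher and 5 lower in the GHS kidney, and the 7 of them that name a gene were all higher. Tmem252, which encodes a transmembrane protein, rose from a log2 value of 8.90 ± 0.48 (SD, n = 3 rats) in SD rats to 11.41 ± 0.01 (SD, n = 3) in GHS rats, a log2 fold change of 2.52 (standard error 0.22, adjusted p = 0.0301 from limma). Mfsd2a, a transporter of lysophosphatidylcholine, rose from 4.41 ± 0.24 to 6.67 ± 0.26, a log2 fold change of 2.26 (standard error 0.17, adjusted p = 0.0202). Clstn2, a calsyntenin, rose from 4.77 ± 0.30 to 6.92 ± 0.03 (adjusted p = 0.0165), and Fam111a, whose human counterpart is mutated in a form of Kenny-Caffey syndrome with low serum calcium, rose from 4.09 ± 0.25 to 6.11 ± 0.22 (adjusted p = 0.0216). Apoe, the lipoprotein component apolipoprotein E, rose from 9.29 ± 0.26 to 10.84 ± 0.14 (adjusted p = 0.0413), and Sgms2, a sphingomyelin synthase, rose from 8.14 ± 0.18 to 9.55 ± 0.04. Mettl2, a tRNA methyltransferase, rose from 4.88 ± 0.11 to 6.01 ± 0.07. For each of these 7 genes every GHS array lay above every SD array (exact permutation test, p = 0.1, the smallest possible here). The other 6 probe sets that passed carry no gene name here, 5 of them lower and 1 higher, and the 3 with the largest changes, all lower and counted separately, have nearly the same values on every array. Of these 6, probe set 10727806 fell from 9.07 ± 0.62 to 3.62 ± 0.18 (adjusted p = 0.00325), and probe set 10759636 rose from 7.88 ± 0.12 to 9.10 ± 0.14 (adjusted p = 0.0394). Among named genes that did not pass, Retsat, a retinol saturase, had a log2 fold change of 1.42 (standard error 0.15, adjusted p = 0.058), Sox18, a transcription factor of vascular endothelium, one of -1.34 (standard error 0.15, adjusted p = 0.077) and Serpinb12, a serine protease inhibitor, one of -3.48 (standard error 0.51, adjusted p = 0.14). At an unadjusted p under 0.05, 2779 probe sets passed, 1284 higher and 1495 lower in GHS, where chance alone would pass 1461 of those tested and 1 other split of the same arrays into 3 and 3 passed 3089. All GHS arrays lay above all SD arrays for 2013 probe sets and below them for 2244, together 14.6% against the 10% that chance gives. By the random variance model, which the paper used to identify mRNAs, 13 probe sets passed at an adjusted p under 0.05 and 2778 at an unadjusted p under 0.05, and without moderation, by the test its methods name for comparisons of 2 groups, 0 and 2370 did. The paper speaks of pairs of rats without saying which arrays form them. With the replicate number as a block, 0 probe sets passed at an adjusted p under 0.05 and 3132 at an unadjusted p under 0.05. The 13 probe sets at an adjusted p under 0.05 became 24 without SD replicate 1 and 4 without SD replicate 2. Without GHS replicate 1, 2 or 3 they became 3, 8 and 4. Of the genes named at or next to that threshold, up to 10 per direction, 2 passed without GHS replicate 2. None of these passed without SD replicate 2, GHS replicate 1 or GHS replicate 3, and other named genes are not in this count. From the genes at its unadjusted threshold the paper goes on to the predicted targets of its differentially expressed miRNAs, keeps the mRNAs whose direction is opposite to the miRNA's, and from the GO terms, pathways and networks built on these proposes that the miRNAs and mRNAs it singles out, NF-kappa B members among them, have a part in the development of hypercalciuria.

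**Figure D1:**
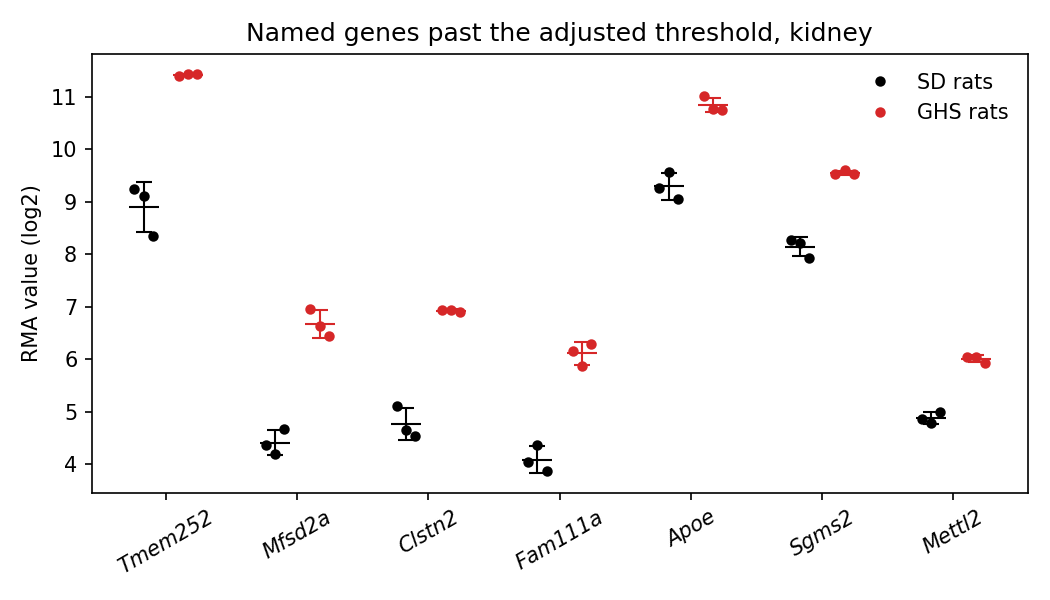
RMA values on the log2 scale (vertical axis) of the 7 named genes at an adjusted p under 0.05 (horizontal axis), for 3 SD rats (black) and 3 GHS rats (red). Points are single arrays, horizontal marks are group means and bars are 1 SD. The GHS arrays of Tmem252 lie at 11.40, 11.42 and 11.43, above its SD arrays at 9.24, 9.10 and 8.35.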

### miRNA target gene prediction

Target mRNAs for differentially expressed miRNAs were predicted using the miRanda database. Since miRNAs negatively regulate gene expression, upregulated miRNAs result in downregulated target mRNAs, and vice versa. A total of 29,164 miRNA-mRNA pairs (based on 19 dysregulated miRNAs and their 10,521 target mRNAs) were predicted (Table S4).

**Figure 3:**
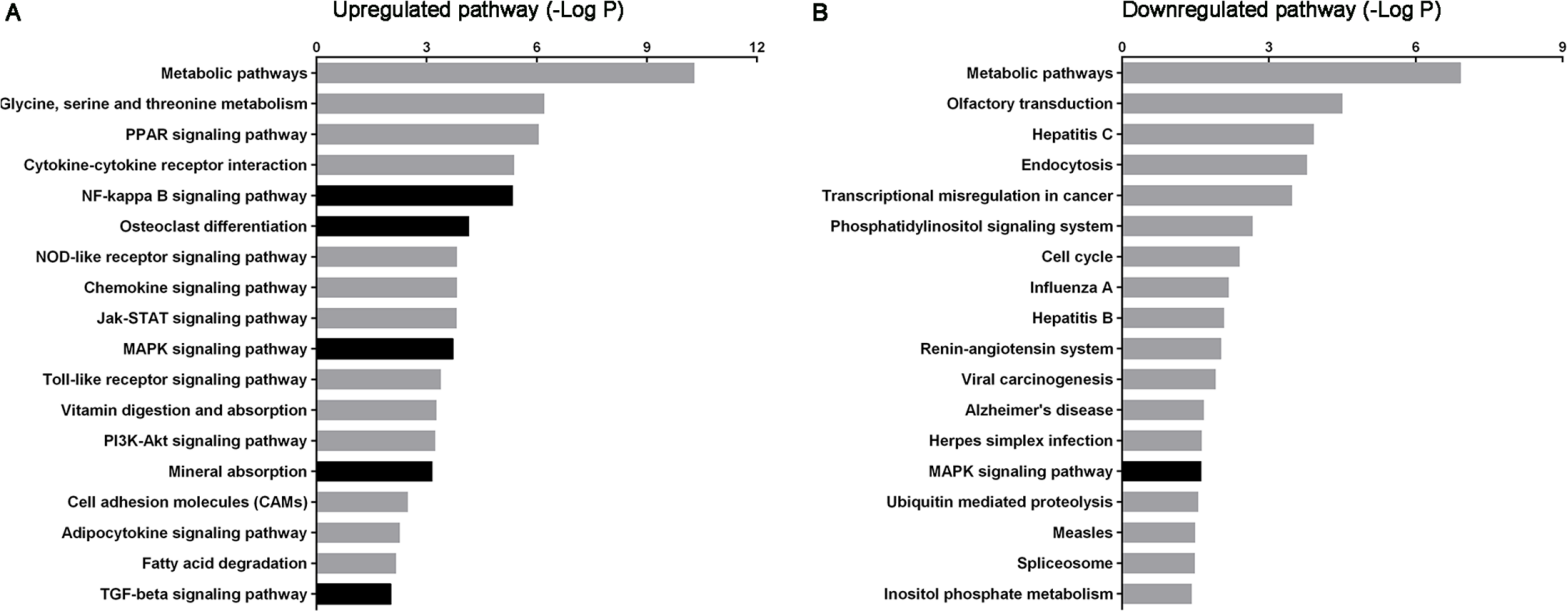
Histogram of signaling pathways based on the intersecting genes from predicted target mRNAs and differentially expressed mRNAs. (A) and (B) show significant upregulated and downregulated pathways, respectively. *X*-axis, negative logarithm of the *P*-value (−LgP); *Y*-axis, pathway. The higher the −LgP, the lower the *P*-value. The darker bars indicate pathways relate to urolithasis.

### Integrated analysis of dysregulated miRNAs and mRNAs

The set of intersecting mRNAs between the predicted target mRNAs and differentially expressed mRNAs were selected (Table S5) and those that were negatively correlated with their predicted miRNA matches were used for downstream GOanalysis and KEGG pathway analysis.

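Pck1, the rate-limiting enzyme of gluconeogenesis, was higher in GHS than in SD kidneys, at 12.34 ± 0.22 (SD, n = 3) against 10.99 ± 0.17, a log2 fold change of 1.35 (standard error 0.15, adjusted p = 0.061 from limma). Slc19a1, the reduced folate carrier, lay at 8.21 ± 0.20 against 6.92 ± 0.15 (adjusted p = 0.058), and Sorcs2, a sortilin-related receptor, at 6.88 ± 0.47 against 4.94 ± 0.08 (adjusted p = 0.077). These genes belong to the 1052 genes of Table S5, of which 911 were measured by a probe set that names them alone. Of the 911, 436 were higher and 421 lower in GHS at an unadjusted p under 0.05, and 54 did not pass. Adjusted over all probe sets only Fam111a passed. The study chose these genes at an unadjusted threshold on the same arrays, so neither the counts nor the direction are independent evidence. Without SD replicate 2, 536 of the 911 genes passed at the unadjusted threshold.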

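Icam1, an adhesion molecule that binds leukocytes, lay at a log2 value of 8.49 ± 0.42 (SD, n = 3) in GHS kidneys and 7.05 ± 0.17 in SD kidneys, a log2 fold change of 1.45 (standard error 0.21, adjusted p = 0.14 from limma). Ptges, an enzyme of prostaglandin E synthesis, was higher at 7.56 ± 0.25 against 6.63 ± 0.12 (adjusted p = 0.15), and both genes are among the 19 that the study assigns to the response to lipopolysaccharide. All 19 of these were higher in GHS at an unadjusted p under 0.05. Of the 28 genes higher in GHS that the study assigns to negative regulation of the apoptotic process, 27 were measured and all 27 were higher at that threshold, among them the nuclear receptor Nr4a3 at 6.72 ± 0.17 against 5.33 ± 0.44. All 17 genes it assigns to the inflammatory response were higher too, for example Nfkbiz, a nuclear regulator of NF-kappa B, at 7.85 ± 0.45 against 6.52 ± 0.23. No gene of the 3 sets passed when adjusted over all probe sets. The study picked these genes for being upregulated on the same arrays, so neither the counts nor the direction are independent evidence. GHS replicate 2 lay highest for Icam1, at 8.98 against 8.24 and 8.27 on the other GHS arrays. Markers of neutrophils stood highest on that array too, at 1.39 above their mean over all arrays, against -0.28 and 0.56. As a fixed list they were higher in GHS (camera adjusted p = 3.51e-06, adjusted p = 0.362 with an estimated correlation). One of them, Mmp9, is also in the set of the response to lipopolysaccharide.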

There were 417 upregulated and 286 downregulated GO terms (*P* < 0.05), with the most significant GO terms including negative regulation of apoptotic process (GO:0043066), response to lipopolysaccharide (GO:0032496) and inflammatory response (GO:0006954). Table 2 shows the top 15 up- and downregulated GO terms, with further detail in Tables S6 and S7.

**Table 2:** GO-dysregulated. The top 15 up- and downregulated GO terms.

GO-ID	GO-name	Enrichment	*P*-value
**Upregulated GOs by GO analysis**			
GO:0043066	Negative regulation of apoptotic process	5.274431709	5.53034E−12
GO:0032496	Response to lipopolysaccharide	8.108054973	1.51933E−11
GO:0006954	Inflammatory response	8.099023444	2.11218E−10
GO:0007165	Signal transduction	5.49328365	2.53815E−10
GO:0071347	Cellular response to interleukin-1	16.88289078	1.09298E−08
GO:0045944	Positive regulation of transcription from RNA polymerase II promoter	3.652056561	1.27896E−08
GO:0014070	Response to organic cyclic compound	6.26379716	3.29652E−08
GO:0008285	Negative regulation of cell proliferation	5.262199724	5.94266E−08
GO:0033590	Response to cobalamin	90.04208417	6.01314E−08
GO:0042493	Response to drug	4.287718294	6.34324E−08
GO:0006468	Protein phosphorylation	4.846457788	8.88401E−08
GO:0042542	Response to hydrogen peroxide	12.4673655	1.76279E−07
GO:0009617	Response to bacterium	19.09983604	2.66E−07
GO:0001889	Liver development	8.612721094	2.86336E−07
GO:0001666	Response to hypoxia	5.58112092	4.40694E−07
**Downregulated GOs by GO analysis**			
GO:0045893	Positive regulation of transcription, DNA-dependent	3.77523152	3.05206E−07
GO:0045892	Negative regulation of transcription, DNA-dependent	4.062477396	3.32485E−07
GO:0016568	Chromatin modification	13.26523231	5.79738E−07
GO:0043065	Positive regulation of apoptotic process	5.038731654	6.66823E−07
GO:0008150	Biological process	2.365931438	1.86723E−06
GO:0016572	Histone phosphorylation	46.4283131	3.08593E−06
GO:0045944	Positive regulation of transcription from RNA polymerase II promoter	2.954529015	4.94117E−06
GO:0006355	Regulation of transcription, DNA-dependent	2.982729366	6.6796E−06
GO:0003407	Neural retina development	36.11091019	1.08935E−05
GO:0001525	Angiogenesis	5.879901494	1.29214E−05
GO:0008284	Positive regulation of cell proliferation	3.559902873	3.26349E−05
GO:0006950	Response to stress	5.762379285	4.3047E−05
GO:0006915	Apoptotic process	3.631264712	4.68891E−05
GO:0007165	Signal transduction	3.448256676	8.82113E−05
GO:0043066	Negative regulation of apoptotic process	3.059606407	0.000134769

According to KEGG pathway analysis, 93 KEGG pathways were significantly enriched, of which 75 were upregulated and 18 downregulated at *P* < 0.05 (Tables S8 and S9). 

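Enzymes of amino acid and one-carbon metabolism tended to higher values in the GHS kidney. In the fixed list of glycine, serine, threonine and one-carbon metabolism, 1 of 25 measured genes was higher when adjusted over the list alone and none was lower, and 11 were higher at an unadjusted p under 0.05. The 1 gene was Bhmt, betaine-homocysteine methyltransferase, at 10.14 ± 0.13 (SD, n = 3) in GHS and 9.44 ± 0.24 in SD rats, and Gldc, the glycine decarboxylase, lay at 9.17 ± 0.59 against 7.12 ± 0.99. Markers of the first proximal tubule segments, which share 1 gene with this list and 1 with that of gluconeogenesis, moved the same way, with a difference of their mean of 0.72 (standard error 0.45). The glycine list as a whole lay higher by camera (adjusted p = 1.17e-05 over the 40 lists), with an adjusted p = 0.337 with an estimated correlation, the highest of its alternatives, which began at 1.41e-07. In gluconeogenesis, Pck1 alone of 15 measured genes passed over the list alone, and Pc, pyruvate carboxylase, lay at 9.29 ± 0.14 against 8.93 ± 0.08 (camera adjusted p = 0.000539, and adjusted p = 0.364 with an estimated correlation, in a range from 6.13e-05). Of 24 measured genes of oxidative phosphorylation none passed, 1 was higher and 2 were lower at an unadjusted p under 0.05, with cytochrome c (Cycs) at 10.88 ± 0.16 against 11.31 ± 0.17, and the list did not pass (camera adjusted p = 0.517). Of 21 measured genes of the oxidative stress response none passed and 5 were higher at an unadjusted p under 0.05, among them Gstm1, a glutathione transferase, at 8.49 ± 0.43 against 7.67 ± 0.22, and Gpx1, a glutathione peroxidase, at 11.23 ± 0.16 against 10.58 ± 0.34. That list passed camera (adjusted p = 0.0364), with an adjusted p = 0.364 with an estimated correlation and a range from 0.00974 to 0.377 over its alternatives, and did not pass without SD replicate 3, GHS replicate 2 or GHS replicate 3. In all, 15 of the 40 fixed lists lay higher and 3 lower in GHS by camera at an adjusted p under 0.05, and not 1 of them passed with an estimated correlation or by fry, a test of whether a list's genes move one way on balance. Over all the alternatives the adjusted p of these 18 lists ran from 4.47e-22 to 0.633, and no gene of the 4 lists described here passed when adjusted over all probe sets. The glycine list's count of 1 ran from 0 without SD replicate 2 or GHS replicate 3 to 6 without SD replicate 1, and that of gluconeogenesis was 4 without SD replicate 1.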

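The 4 genes that the study lists as up in Pantothenate and CoA biosynthesis were higher in the GHS kidney at an unadjusted p under 0.05, and the 1 gene it lists as down was lower. Ppcs, an enzyme of the step after pantothenate phosphorylation, lay at 6.61 ± 0.32 (SD, n = 3) in GHS and 5.71 ± 0.14 in SD rats, and Vnn1, the pantetheinase vanin, at 8.68 ± 0.21 against 7.24 ± 0.61, a log2 fold change of 1.44 (standard error 0.29, adjusted p = 0.21 from limma). Dpys and Bcat1 were the other 2 listed as up, and none of the 4 passed over all probe sets. The gene listed as down, the pantothenate kinase Pank3, lay at 7.84 ± 0.08 against 8.18 ± 0.24 (adjusted p = 0.49). The study chose these genes on the same arrays, so neither their passing nor their direction is independent evidence. In the fixed list of fatty acid oxidation and PPAR-alpha targets, 8 of 25 measured genes were higher and none was lower when adjusted over the list alone, and none passed over all probe sets. They included Pex11a, a peroxisomal membrane protein, at 8.83 ± 0.32 against 7.51 ± 0.11, the peroxisomal thiolase Acaa1b at 8.96 ± 0.13 against 7.76 ± 0.31 and the peroxisomal enzyme Ehhadh at 10.06 ± 0.19 against 9.26 ± 0.12. The list lay higher by camera (adjusted p = 1.31e-05), with an adjusted p = 0.337 with an estimated correlation, the highest of its alternatives, which began at 1.53e-06. Markers of the first proximal tubule segments, which share no gene with this list, were higher too (camera adjusted p = 4.98e-05, adjusted p = 0.364 with an estimated correlation), with SD replicate 3 lowest at a mean of -1.18 against that of all arrays. The count of 8 was 4 without SD replicate 3, without GHS replicate 1 and without GHS replicate 2, the 4 genes listed as up were 2 without SD replicate 2 or SD replicate 3, and Pank3 passed when SD replicate 3 was left out but not without any other array.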

The most highly enriched pathways included the Pantothenate and CoA biosynthesis and synthesis and degradation of ketone bodies pathways. The top up- and downregulated pathways are shown in Fig. 3. The darker bars indicate pathways that reported to be related to urolithasis in previous studies.

**Figure 4:**
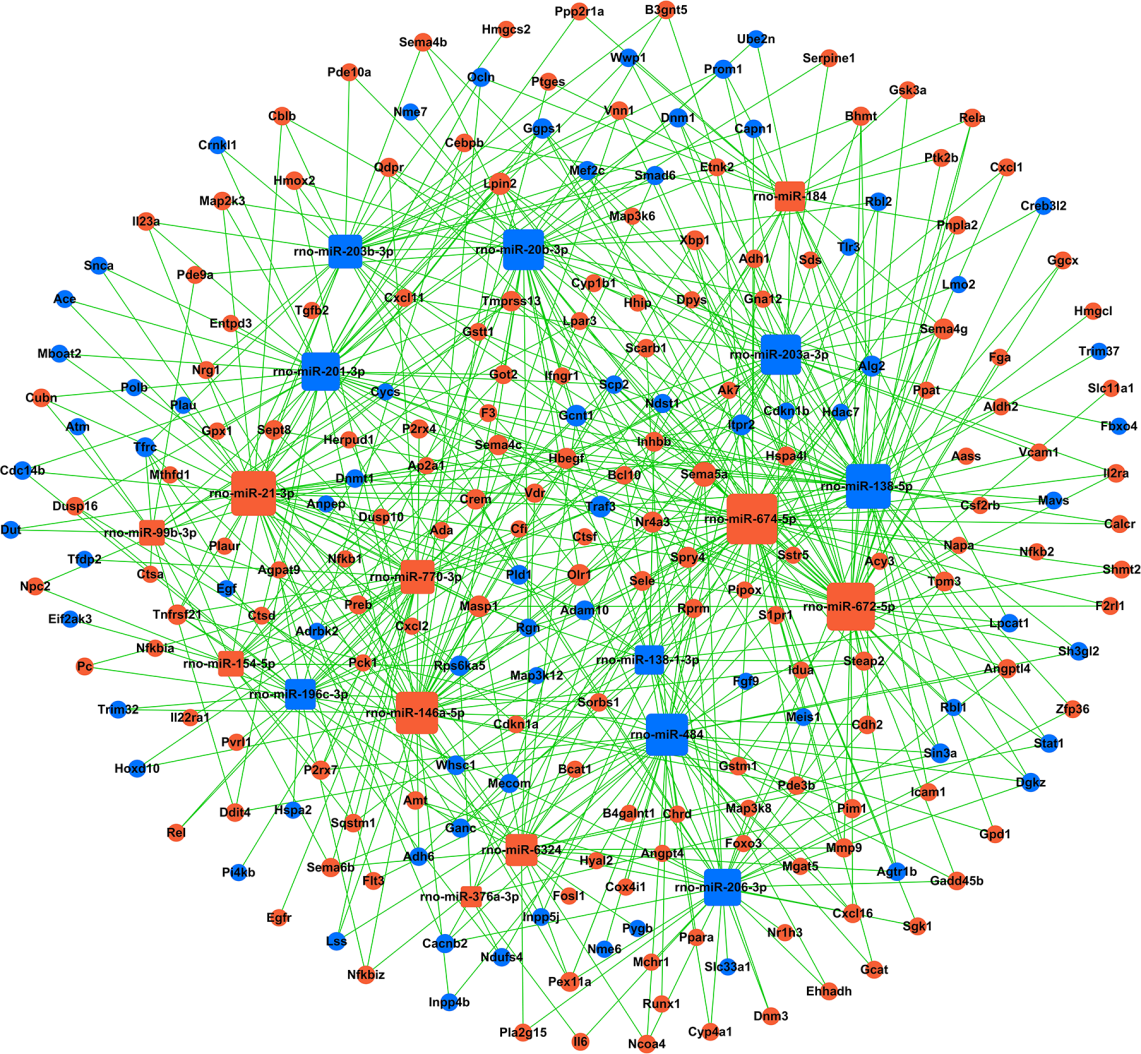
miRNA-gene-network. Box nodes represent miRNAs, circular nodes represent mRNAs. Blue represents downregulation, while red represents upregulation. The higher the degree of connectivity of a gene, the larger the node within the network. In total, 223 mRNAs and 19 miRNAs were included in the network. Rno-miR-674-5p, rno-miR-672-5p, rno-miR-138-5p, and rno-miR-21-3p were found to have the highest degrees of connectivity.

Next, to illustrate the role of key miRNAs in the regulation of kidney mRNAs in GHS rats, a miRNA-mRNA-Network was built based on the subset of significantly differentially expressed mRNAs that were also members of significantly enriched GO terms and KEGG pathways (Table S10, Fig. 4). In total, 223 mRNAs and 19 miRNAs were included in the network, where box nodes represent miRNAs, and circular nodes represent mRNAs. 

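Of the 223 mRNAs of the network, 203 were measured by a probe set that names them alone, and 137 of these were higher and 60 lower in GHS kidneys at an unadjusted p under 0.05. The remaining 6 did not pass, and all 203 lay on the side that Table S11 gives them. Dnm3, a dynamin, lay at 5.94 ± 0.28 (SD, n = 3) in GHS and 4.83 ± 0.07 in SD rats, a log2 fold change of 1.11 (standard error 0.15, adjusted p = 0.11 from limma). Anpep, an aminopeptidase of the proximal tubule brush border, was lower at 10.15 ± 0.09 against 11.19 ± 0.28, a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.14). None passed when adjusted over all probe sets. The study chose the network's mRNAs on the same arrays, so neither the counts nor the direction are independent evidence. Without SD replicate 2, 129 of the 203 passed at the unadjusted threshold.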

The degree of connectivity, which represents the number of genes regulated by a given miRNA, is indicated by the size of the node with a higher degree of connectivity represented by larger nodes (Table S11). 

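The mRNAs that Table S11 joins to rno-miR-138-5p, and that run opposite to it, were higher in the GHS kidney. Of 30 such mRNAs 28 were measured, and all 28 were higher at an unadjusted p under 0.05, among them the alcohol dehydrogenase Adh1c at 10.85 ± 0.12 (SD, n = 3) in GHS against 9.14 ± 0.68 in SD rats and Pnpla2, the adipose triglyceride lipase, at 9.46 ± 0.29 against 8.70 ± 0.03. For rno-miR-674-5p 12 of 16 opposite targets were measured and all 12 were lower, with the angiotensin receptor Agtr1b at 3.92 ± 0.14 against 4.60 ± 0.19 (adjusted p = 0.19 from limma) and Mavs, an adaptor of antiviral signaling, at 7.44 ± 0.04 against 7.89 ± 0.15 (adjusted p = 0.27). For rno-miR-672-5p 15 of 17 were measured and all 15 were lower, with the peroxisomal sterol carrier Scp2 at 7.69 ± 0.29 against 8.42 ± 0.22. For rno-miR-21-3p 16 of 21 were measured, 14 were lower and 2 did not pass, with urokinase (Plau) at 9.85 ± 0.40 against 10.67 ± 0.30 and the phospholipase Pld1 at 6.23 ± 0.56 against 7.14 ± 0.24. No target passed when adjusted over all probe sets. The study's unadjusted threshold and the direction of each target were conditions of this choice, so the counts are not independent evidence. By the paper's own Table S11, 14, 37, 32 and 23 further targets of these miRNAs, in the order given, run in the same direction as the miRNA, and the miRNA arrays were not analysed here. With 1 array left out, the lowest counts at the unadjusted threshold were 18 of 28 without GHS replicate 3 for rno-miR-138-5p, 5 of 12 and 4 of 16 without GHS replicate 1 for rno-miR-674-5p and rno-miR-21-3p, and 7 of 15 without SD replicate 2 or GHS replicate 1 for rno-miR-672-5p, while rno-miR-21-3p had 15 of 16 without GHS replicate 3.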

Rno-miR-674-5p, rno-miR-672-5p, rno-miR-138-5p, and rno-miR-21-3p had high degrees of connectivity and may play crucial roles in this regulatory network. 

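Sema5a, a membrane semaphorin, lay at a log2 value of 8.05 ± 0.24 (SD, n = 3) in GHS kidneys and 7.63 ± 0.08 in SD kidneys. Lpin2, a phosphatidate phosphatase of triacylglycerol synthesis, lay at 7.60 ± 0.60 against 6.90 ± 0.26, and Olr1, the receptor for oxidized low-density lipoprotein, at 7.32 ± 0.96 against 5.63 ± 0.99. Masp1, a serine protease of the lectin pathway of complement, was higher at 5.35 ± 0.41 against 4.59 ± 0.08, a log2 fold change of 0.76 (standard error 0.20, adjusted p = 0.31 from limma). Traf3, an adaptor of tumor necrosis factor receptors that restrains the noncanonical NF-kappa B pathway, was lower at 5.73 ± 0.12 against 6.18 ± 0.25, a log2 fold change of -0.45 (standard error 0.15, adjusted p = 0.40). These 5 genes passed an unadjusted p under 0.05 and none passed when adjusted. Gcnt1 was not analysed here, since no probe set names it alone. In the paper's network 13 miRNAs join Sema5a, 9 join Lpin2 and 8 join each of Masp1, Olr1, Gcnt1 and Traf3. For Olr1 the lowest GHS array, at 6.68, lay 0.39 above the highest SD array, at 6.29, and the groups' SDs were wider than that gap.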

Meanwhile, Sema5a, Lpin2, Gcnt1, Masp1, Olr1 and Traf3 were the most common miRNA targets. Table 3 presented a subset of significantly regulated miRNA-mRNA hybrids.

**Figure 5:**
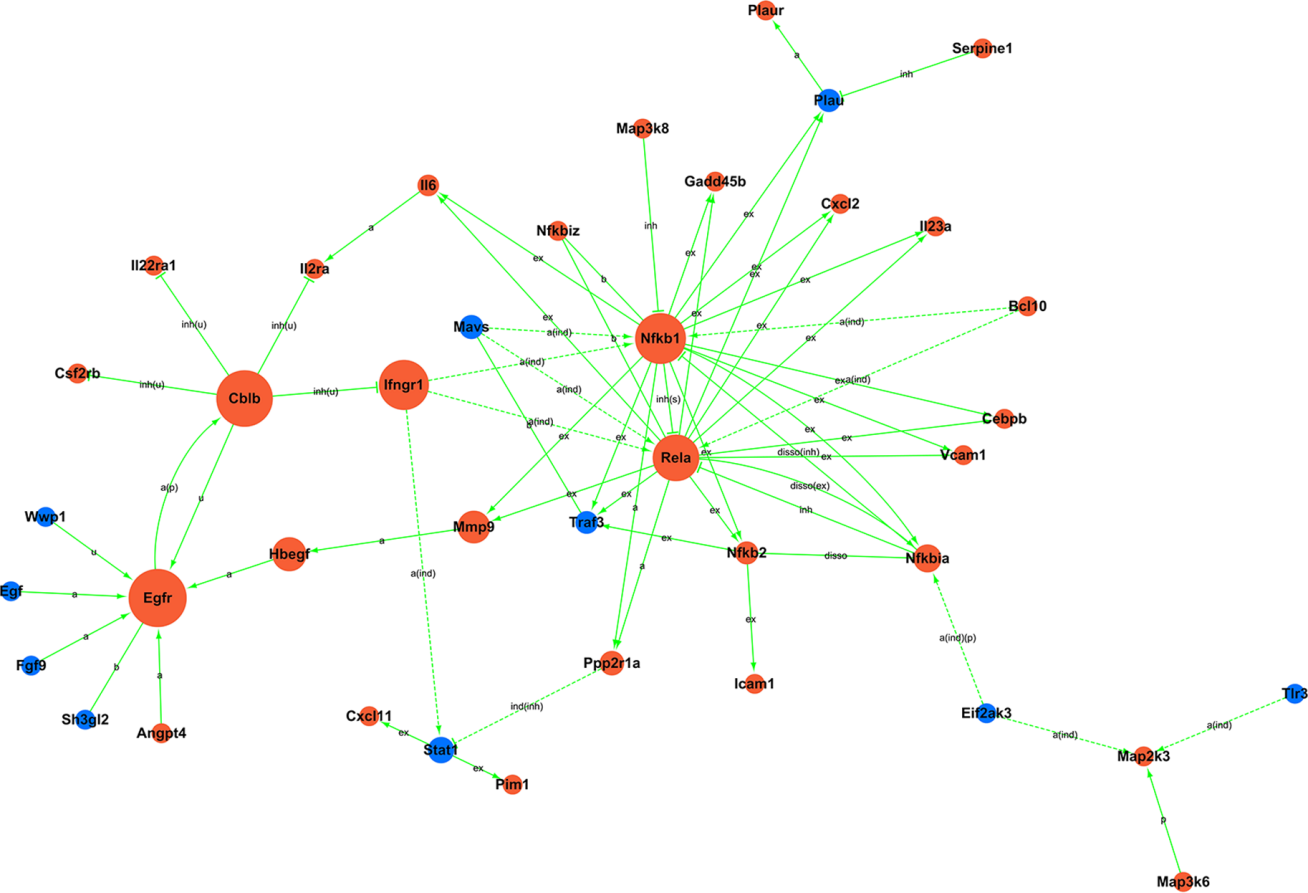
Signal-net. Blue, downregulation; red, upregulation; a, activation; a(ind), activation (indirect effect); a(ind)(p), activation (indirect effect)(phosphorylation); a(p), activation (phosphorylation); b, binding/association; disso, dissociation; disso(ex), dissociation (expression); disso(inh), dissociation (inhibition); ex, expression; ind(inh), indirect effect (inhibition); inh, inhibition; inh(s), inhibition (state change); inh(u), inhibition (ubiquitination); p, phosphorylation; u, ubiquitination.

**Table 3:** miRNA-mRNA hybrid. miRNAs and target mRNAs in GHS rat kidneys.

miRNA	Target mRNAs
rno-miR-138-1-3p	Cxcl16, Cyp4a1, Dnm3, Ehhadh, Hbegf, Hspa4l, Inhbb, Masp1, Mmp9, Nr4a3, Rprm, Sema5a, Steap2
rno-miR-138-5p	Aass, Adh1, Ak7, Bhmt, Calcr, Cdh2, Csf2rb, Cxcl1, F3, Ggcx, Gna12, Gpd1, Gsk3a, Gstt1, Hbegf, Hmgcl, Hspa4l, Icam1, Inhbb, Lpin2, Nr4a3, Pnpla2, Rela, Sds, Sema4b, Sema4c, Sema5a, Spry4, Tmprss13, Zfp36
rno-miR-196c-3p	Agpat9, Cebpb, Dusp16, Hbegf, Inhbb, Masp1, Nfkbia, Nfkbiz, Olr1, Pvrl1, Rel, Sema4c, Sorbs1, Tnfrsf21
rno-miR-201-3p	Amt, Bcl10, Crem, Ctsd, Cubn, Ddit4, Dusp16, Entpd3, Got2, Gpx1, Hbegf, Il23a, Lpin2, Map2k3, Masp1, Nr4a3, Ppp2r1a, Sema5a, Sept8, Tmprss13, Vdr
rno-miR-203a-3p	Angptl4, B3gnt5, Bcl10, Bhmt, Crem, Cxcl1, Cxcl11, Cyp1b1, Dpys, Hbegf, Il2ra, Inhbb, Lpin2, Nr4a3, Olr1, Qdpr, S1pr1, Sema4g, Sema5a, Serpine1, Sorbs1, Steap2, Tpm3, Vcam1, Xbp1
rno-miR-206-3p	Amt, Angpt4, Angptl4, Cdh2, Crem, Cyp4a1, Dnm3, Ehhadh, Gadd45b, Icam1, Il6, Map3k8, Mchr1, Ncoa4, Nr1h3, Nr4a3, Olr1, Pex11a, Pla2g15, Sema4g, Sema5a, Sgk1, Spry4, Tpm3, Zfp36
rno-miR-484	Angptl4, B4galnt1, Bcl10, Chrd, Cox4i1, Cxcl16, Ddit4, Flt3, Foxo3, Gadd45b, Gcat, Gpd1, Hyal2, Mgat5, Ncoa4, Nfkbiz, P2rx7, Pex11a, Pim1, Ppara, Rprm, Runx1, S1pr1, Scarb1, Sele, Sema4g, Sema5a, Sema6b, Sorbs1, Tnfrsf21, Tpm3
rno-miR-184	Alg2, Dnm1, Lpcat1, Ndst1, Ocln, Prom1, Ube2n, Wwp1
rno-miR-21-3p	Ace, Adam10, Adh6, Cacnb2, Cdc14b, Cycs, Dut, Egf, Ganc, Ggps1, Itpr2, Mboat2, Mecom, Ocln, Plau, Pld1, Rgn, Rps6ka5, Snca, Traf3, Whsc1
rno-miR-672-5p	Agtr1b, Alg2, Creb3l2, Dnm1, Gcnt1, Ggps1, Itpr2, Lpcat1, Ndst1, Prom1, Rbl2, Scp2, Sh3gl2, Sin3a, Smad6, Stat1, Traf3
rno-miR-674-5p	Adam10, Adh6, Agtr1b, Alg2, Capn1, Dgkz, Dnmt1, Ganc, Ggps1, Hdac7, Itpr2, Mavs, Mef2c, Ndufs4, Rbl1, Rbl2

Moreover, to investigate the regulatory relationships between these genes and their potential role in hypercalciuria, we performed a signal-net analysis based on significantly regulated KEGG pathways (Fig. 5, Table S12). Signal-net analysis has shown that NF-kappa B signal pathway, including the members of NF-kappa B1, RelA and NF-kappa B2 et al., might play a core role in the gene regulatory network. 

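The NF-kappa B subunits Nfkb1, Rela and Nfkb2 were higher in the GHS kidney at an unadjusted p under 0.05, and Rel and Relb were not analysed here. Nfkb1, which encodes p105 and p50, lay at 8.40 ± 0.30 (SD, n = 3) in GHS and 7.72 ± 0.19 in SD rats, Rela, which encodes p65, at 8.79 ± 0.19 against 8.20 ± 0.05, and Nfkb2, which encodes p100 and p52, at 6.95 ± 0.29 against 6.21 ± 0.04, a log2 fold change of 0.74 for the last (standard error 0.15, adjusted p = 0.21 from limma). Of 17 measured genes in the fixed list of the NF-kappa B family and its regulators, 8 were higher and 1 was lower when adjusted over the list alone, and none passed when adjusted over all probe sets. The list lay higher by camera (adjusted p = 0.000327), with an adjusted p = 0.337 with an estimated correlation, the highest of its alternatives, which began at 5.18e-05. Markers of neutrophils were higher too (camera adjusted p = 3.51e-06, adjusted p = 0.362 with an estimated correlation) and, like this list, stood highest on GHS replicate 2, at 1.39 above their mean over all arrays, against -0.28 and 0.56 on the other GHS arrays. Of the 40 genes of the signal-net in Table S12, 37 were measured, and 28 were higher and 9 lower at an unadjusted p under 0.05, but none when adjusted over all probe sets. Map3k6, a MAP kinase kinase kinase, lay at 6.46 ± 0.27 against 5.25 ± 0.28, and the growth factor Fgf9 at 6.73 ± 0.30 against 8.05 ± 0.41 (adjusted p = 0.18). The study chose the signal-net genes on the same arrays, which makes neither their passing nor their direction independent evidence. The fixed list shares Nfkb1, Rela, Nfkb2, Nfkbia, Nfkbiz and Bcl10, all higher, and the lower Traf3 with the signal-net. Its counts and its camera result are therefore not independent of that choice either. The 8 genes of the fixed list became 3 without GHS replicate 2, 4 without SD replicate 2 or SD replicate 3 and at most 6 without any other array, the 1 lower gene passed without SD replicate 1 but not without any other array, and the list's mean on GHS replicate 2 was 0.31 above that of all arrays, against 0.08 and 0.13 on the other GHS arrays.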

And NF-kappa B1 and RelA had the highest degrees of connectivity of 19 and 18, respectively.

**Figure 6:**
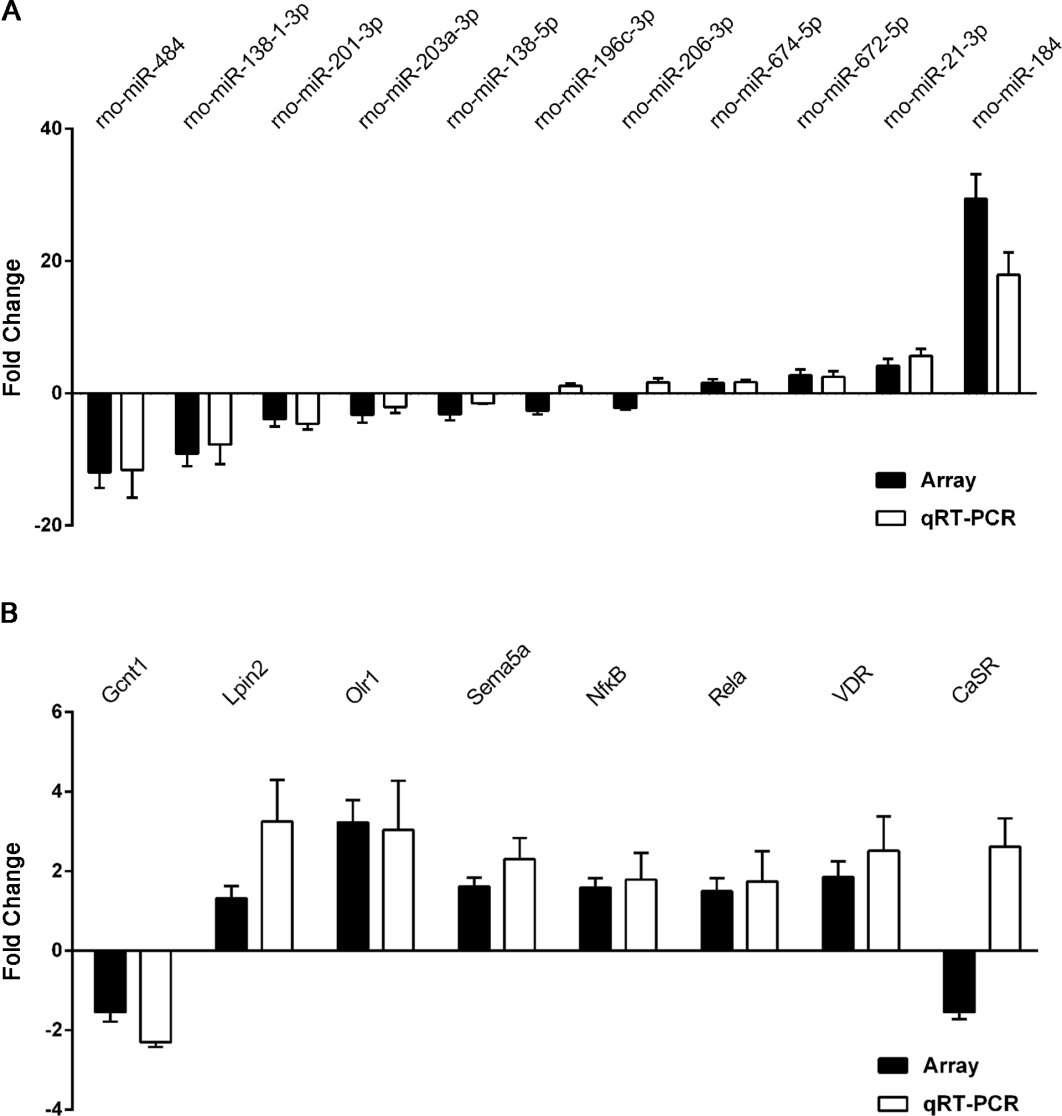
qRT-PCR was performed to confirm the expression of 11 selected miRNAs and eight mRNAs. Quantitative reverse transcription PCR (qRT-PCR) validation of differentially expressed miRNAs (A) and mRNAs (B). Results are shown as mean of log2(GHS/SD) and are presented side by side with the respective microarray results.

### Real-time quantitative PCR validation

To validate the reliability of our microarray-based results, 11 miRNAs and eight target mRNAs were selected for validation by qRT-PCR in 12 pairs of matched GHS/normal SD rat kidneys (Table S13). As demonstrated in Fig. 6A, rno-miR-184, rno-miR-484 and rno-miR-138-1-3p were the most significantly dysregulated miRNAs in GHS rats, and the results were comparable with our microarray data. Moreover, the expression levels of the seven mRNAs measured by qPCR (Gcnt1, Lpin2, Olr1, Sema5a, Nf*κ* B1, Rela and VDR) coincided exactly with our microarray data except for CaSR (Fig. 6B).

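On the arrays, 6 of the 7 mRNAs that could be compared ran in the direction of the paper's qRT-PCR, and Casr, the calcium-sensing receptor, ran the other way. Casr was lower in GHS at 7.30 ± 0.44 (SD, n = 3) against 7.92 ± 0.35, a log2 fold change of -0.62 (standard error 0.26, adjusted p = 0.51 from limma), while the paper's ΔCt values, from 12 rats of each group, give a log2 ratio of 1.34. The array's log2 fold change of Lpin2 was 0.70 (standard error 0.29, adjusted p = 0.52), and the paper's qRT-PCR gives 1.63. For Olr1 the array gave 1.69 (standard error 0.61, adjusted p = 0.44), and the paper's qRT-PCR gives 1.51. The array gave 0.41 for Sema5a (standard error 0.14, adjusted p = 0.42) and 0.90 for Vdr, the vitamin D receptor (standard error 0.16, adjusted p = 0.18), where the paper's qRT-PCR gives 1.17 and 1.24. It gave 0.68 for Nfkb1 (standard error 0.17, adjusted p = 0.30) and 0.59 for Rela (standard error 0.12, adjusted p = 0.21), where the paper's qRT-PCR gives 0.73 and 0.68. The paper's ratio for Gcnt1 is -1.25, and its array value was not analysed here. All 7 array values passed an unadjusted p under 0.05 and 0 passed when adjusted over all probe sets, and without GHS replicate 2 the unadjusted count was 4. The 7 mRNAs are among those that the study had chosen on the same arrays, so the unadjusted count is not independent evidence. The paper describes 12 rats of each group in all, so its array rats appear to be among its qRT-PCR rats. Without GHS replicate 1 the array value was 0.36 for Lpin2 and -0.37 for Casr, and without SD replicate 3 it was 1.12 for Olr1. The 3 GHS arrays lay wholly on 1 side of the SD arrays for each mRNA except Casr (exact permutation test, p = 0.1 for each of the 6 and p = 0.2 for Casr, with 0.1 the smallest possible).

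**Figure D2:**
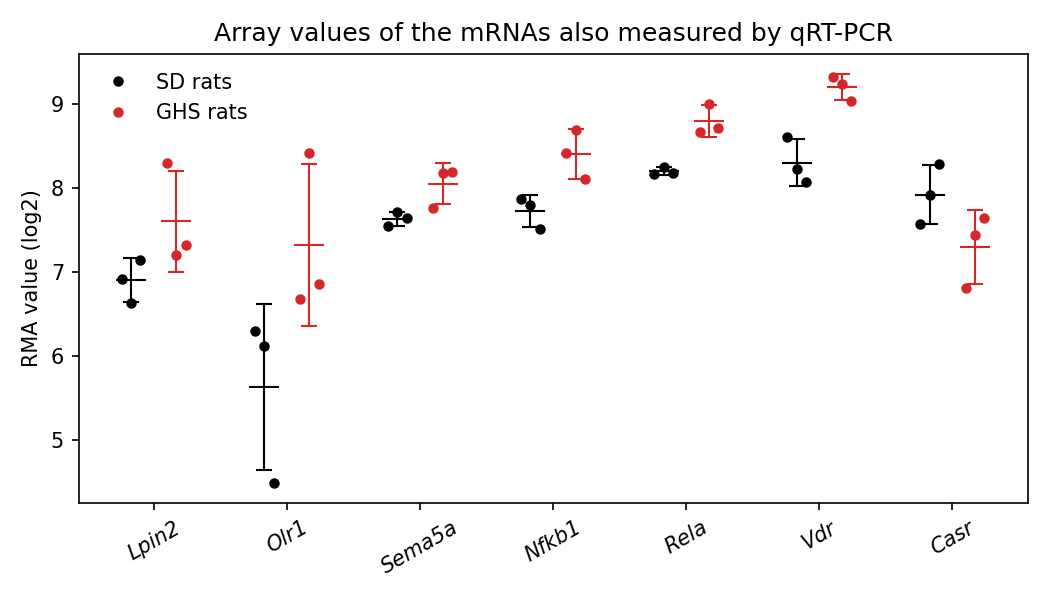
RMA values on the log2 scale (vertical axis) of the 7 mRNAs measured both by array and by the paper's qRT-PCR (horizontal axis), for 3 SD rats (black) and 3 GHS rats (red). Points are single arrays, horizontal marks are group means and bars are 1 SD. For Casr the highest GHS array, at 7.64, lies above the lowest SD array, at 7.57.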

These results demonstrate a strong consistency between the microarray- and qRT-PCR-based results.

## Discussion

IH typically manifests as hypercalciuria with normal serum Ca^2+^, increased intestinal Ca^2+^ absorption, bone resorption and decreased bone mineral density in addition to decreased renal tubule Ca^2+^ reabsorption (Yoon et al., 2013). Thus, IH is one of the most important risk factors for calcium urolithiasis. However, the pathogenesis of IH is not yet fully understood. GHS rats exhibit many features of human IH including increased intestinal Ca^2+^ absorption, increased bone resorption, decreased renal tubule Ca^2+^ reabsorption and high levels of vitamin D receptor (VDR) protein in Ca^2+^-transporting organs (Frick et al., 2013; Frick, Krieger & Bushinsky, 2015). The research of Tsuruoka, Bushinsky & Schwartz (1997) strongly suggests that decreased tubular Ca^2+^ reabsorption plays a key role in hypercalciuria. In general, GHS rats represent an ideal animal model for idiopathic hypercalciuria urolithiasis.

MicroRNAs regulate various disease processes by inhibiting the expression of their target mRNAs. Understanding the relevance of miRNA and mRNA expression patterns in GHS rat kidneys is important to better elucidate the relationship between pathophysiological process and genes. In the present study, we used bioinformatics methods to determine the potential role of differentially expressed miRNAs and mRNAs in GHS rat kidneys, and identified specific miRNAs and possible negative regulative mRNAs that may affect the development of hypercalciuria.

We used a multi-step approach to identify mRNA targets of dysregulated miRNAs in GHS rat kidneys whereby we first identified mRNAs (*N* = 2, 418) and miRNAs (*N* = 19) that were significant differentially expressed between GHS and control SD rats; next, potential miRNA-mRNA pairs were predicted for the 19 miRNAs using miRanda, resulting in 29,164 miRNA-mRNA pairs; the intersecting set of predicted target mRNAs and differentially expressed mRNAs were then selected for further analysis.

We found a significant enrichment in over 700 GO terms, including inflammatory response (GO:0006954) and response to hypoxia (GO:0001666). 

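Of the genes of inflammatory signaling between cells, a part was higher in the GHS kidney when adjusted over their list alone. Ccl2, a chemokine that draws monocytes, lay at 9.70 ± 0.57 (SD, n = 3) in GHS and 7.81 ± 0.68 in SD rats, a log2 fold change of 1.88 (standard error 0.39, adjusted p = 0.22 from limma), and Tnf at 4.98 ± 0.12 against 4.35 ± 0.14. In the fixed list of cytokines, chemokines and adhesion molecules, 16 of 28 measured genes were higher and none was lower when adjusted over the list alone, and none passed over all probe sets. The list lay higher by camera (adjusted p = 7.16e-09), with an adjusted p = 0.337 with an estimated correlation, the highest of its alternatives, which began at 9.34e-14. Among 14 measured acute phase proteins, also a fixed list, 2 were higher over the list alone, the cytokine signaling inhibitor Socs3 at 8.01 ± 0.65 against 5.69 ± 0.26 and lipocalin (Lcn2) at 8.25 ± 1.64 against 4.15 ± 0.08 (camera adjusted p = 4.46e-05, and adjusted p = 0.357 with an estimated correlation, in a range from 5.69e-07). The count of 2 was 6 without GHS replicate 1 and 5 without GHS replicate 2. On GHS replicate 2 Lcn2 lay at 10.14, against 7.40 and 7.20 on the other GHS arrays, which still lay above its SD mean. With 1 array left out, the log2 fold change of Lcn2 ran from 3.15 to 4.62. Markers of neutrophils averaged 1.39 above their mean over all arrays on GHS replicate 2, against -0.28 and 0.56 on the other GHS arrays. All 15 genes the study lists as up in the response to hypoxia were higher at an unadjusted p under 0.05 and none over all probe sets, and the choice was made on the same arrays, so the count is not independent evidence. They included Apold1, an endothelial early response gene, at 7.98 ± 0.61 against 4.91 ± 0.93 and Ddit4, a stress-induced inhibitor of mTOR, at 7.92 ± 0.09 against 6.83 ± 0.46. Of the 20 genes in the fixed list of hypoxia-inducible genes, none passed over the list alone or over all probe sets, and at an unadjusted p under 0.05 Pfkfb3, an activator of glycolysis, was higher and P4ha1 and Egln3, both hydroxylases of proline, were lower (camera adjusted p = 0.292 for the list, adjusted p = 0.58 with an estimated correlation), and this list was not compared with that of cytokines. The 16 genes of the cytokine list became 5 without GHS replicate 3, 6 without SD replicate 2 and 7 without SD replicate 3 or GHS replicate 2.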

Interestingly, local hypoxic conditions and inflammatory injuries have been linked to the initiation of urolithiasis (Cao et al., 2006), whereas antioxidants protect renal tubular cells from cellular injury and decrease the formation of calcium oxalate stones (Itoh et al., 2005). Moreover, the GO term response to calcium ion (GO:0051592) was enriched (based on differentially expressed genes such as IL-6 and VDR). 

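Il6 was higher in the GHS kidney, at a log2 value of 5.01 ± 0.73 (SD, n = 3) against 3.05 ± 0.05 in SD rats, a log2 fold change of 1.96 (standard error 0.33, adjusted p = 0.17 from limma). Vdr, the vitamin D receptor, was higher at 9.20 ± 0.15 against 8.30 ± 0.28, with every GHS array above every SD array. All 7 genes the study lists as up in the response to calcium ion, Il6 and Vdr among them, were higher at an unadjusted p under 0.05 and none over all probe sets, and they were chosen on the same arrays, so the count is not independent evidence. Of 10 fixed vitamin D target genes 3 were higher and none was lower when adjusted over the list alone, and none passed over all probe sets. These were Vdr, Cyp24a1, the enzyme that inactivates vitamin D, at 8.80 ± 0.35 against 7.92 ± 0.05, and the cell cycle inhibitor Cdkn1a at 7.93 ± 1.05 against 6.11 ± 0.57. Casr, also in this list, was lower at an unadjusted p under 0.05, with a log2 fold change of -0.62. Cdkn1a and Spp1, another member, are also tubular injury markers, whose mean was highest on GHS replicate 2, at 1.21 against that of all arrays. The vitamin D list lay higher by camera (adjusted p = 0.00217), with an adjusted p = 0.337 with an estimated correlation, the highest of its alternatives, which began at 0.000414, and it did not pass without SD replicate 3. Its mean was lowest on that array, at -0.51 against that of all arrays. Markers of the first proximal tubule segments, at -1.18, and of the distal convoluted and connecting tubule, at -0.58, were lowest there too. The distal markers share Trpv5, Calb1 and S100g with the vitamin D list, and all 8 measured lay higher in GHS (camera adjusted p = 0.0686). In the fixed list of renal calcium and phosphate handling, Vdr and Cyp24a1 were the 2 of 32 measured genes that were higher over the list alone, none was lower, and the list did not pass (camera adjusted p = 0.067), with 0 genes without SD replicate 2 or SD replicate 3, 4 without GHS replicate 2 and 7 without SD replicate 1. The list passed camera without GHS replicate 2 (adjusted p = 0.0179) and without SD replicate 1, and gave an adjusted p = 0.337 with an estimated correlation. At an unadjusted p under 0.05, 5 of its genes were higher and 3 lower, among the latter Cldn10, a claudin of the thick ascending limb. The SD level of Il6 lay near the lower end of the arrays, whose values run from 1.63 to 13.46.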

Increased levels of VDR protein in the kidney are regarded as a common feature in both GHS rats and IH individuals (Frick, Krieger & Bushinsky, 2015), and VDR intimately affects urolithiasis formation (Arcidiacono et al., 2014; Zhang, Nie & Jiang, 2013). Glybochko et al. (2010) found a significant increase in serum IL-6 in nephrolithiasis patients compared with healthy individuals, and Hasna et al. (2015) showed that IL-6 was significantly increased in patients with diabetes mellitus and urolithiasis compared with patients with diabetes mellitus alone. In addition, skeletal system development (GO:0001501) and skeletal system morphogenesis (GO:0048705) were significantly increased in GHS rats. 

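Genes that the study assigns to the skeleton were higher in the GHS kidney at an unadjusted p under 0.05. All 6 genes listed as up in skeletal system development were higher, for example the receptor Fgfrl1 at 7.53 ± 0.17 (SD, n = 3) against 7.01 ± 0.09 in SD rats and the matrix metalloproteinase Mmp9 at 5.67 ± 0.64 against 4.49 ± 0.17 (adjusted p = 0.30 from limma). Of the 5 listed for skeletal system morphogenesis 3 were measured and all 3 were higher, with the hyaluronidase Hyal2 at 8.04 ± 0.20 against 7.45 ± 0.07 and Csrnp1 at 7.09 ± 0.51 against 6.04 ± 0.44. Over all probe sets none of these genes passed, and the study chose them on the same arrays, so the counts are not independent evidence. For osteochondral differentiation, a fixed list, none of 18 measured genes passed over the list alone or over all probe sets, and the list did not pass (camera adjusted p = 0.631). Of the 18, 11 lay higher in GHS. A test that does not pass with 3 arrays per group does not show the list to be unchanged. The list was not compared with the study's skeletal genes, with which it shares Runx1. At an unadjusted p under 0.05, 1 of its genes was higher, the transcription factor Runx1 at 6.85 ± 0.57 against 6.17 ± 0.19, and 1 was lower, the bone morphogenetic protein Bmp4 at 7.83 ± 0.17 against 8.22 ± 0.09. With 1 array left out, the log2 fold change of Runx1 ran from 0.36 to 0.86, against 0.68 with all arrays. That of Bmp4 ran from -0.49 to -0.34.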

Our previous studies demonstrated the occurrence of osteochondral differentiation progression in primary renal tubular epithelial cells in GHS rats (He et al., 2015), which may be linked to the pathogenesis of calcium stone development.

By identifying pathway membership of dysregulated mRNAs, we can improve our understanding of underlying disease-related processes. 

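Tgfb2, a ligand of the TGF-beta pathway, was higher in the GHS kidney, at 5.88 ± 0.28 (SD, n = 3) against 4.99 ± 0.21, a log2 fold change of 0.89 (standard error 0.17, adjusted p = 0.20 from limma). Smad6, an inhibitor of signals from its receptors, was lower at 4.90 ± 0.34 against 5.54 ± 0.17 (adjusted p = 0.35). For the TGF-beta signaling pathway, all 5 genes the study lists as up were higher at an unadjusted p under 0.05, and of the 3 it lists as down 2 were measured and both were lower. In the MAPK signaling pathway, all 12 genes listed as up were higher, among them the epidermal growth factor receptor Egfr at 7.02 ± 0.23 against 6.34 ± 0.15, and of 9 listed as down 8 were measured and 7 were lower, with the small GTPase Mras at 6.55 ± 0.15 against 7.48 ± 0.66. In mineral absorption, all 5 genes listed as up were higher, with the metalloreductase Steap2 at 9.24 ± 0.13 against 7.92 ± 0.70, and the 1 listed as down, the magnesium and calcium channel Trpm7, was lower at 8.10 ± 0.10 against 8.40 ± 0.15. Without SD replicate 2 or GHS replicate 1 the 7 MAPK genes listed as down became 2 and the TGF-beta genes became 3 of the 5 listed as up and 1 of the 2 measured and listed as down, and Trpm7 did not pass without SD replicate 1, SD replicate 2, GHS replicate 2 or GHS replicate 3. None of these genes passed over all probe sets. The study chose all of them on the same arrays, so neither the counts nor the direction are independent evidence. In the fixed list of TGF-beta signaling and extracellular matrix, Tgfb2 was the 1 of 24 measured genes that was higher over the list alone, none was lower, and the list did not pass (camera adjusted p = 0.629), with 0 genes without SD replicate 2, GHS replicate 1 or GHS replicate 2 and 2 without SD replicate 3. Snai2, a transcription factor of epithelial-mesenchymal transition, lay lower in GHS at 4.75 ± 0.18 against 5.49 ± 0.32 (adjusted p = 0.28), and Cdh2, N-cadherin, higher at 8.63 ± 0.13 against 8.19 ± 0.20 (adjusted p = 0.37).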

We detected 93 enriched pathways including the MAPK signaling pathway, mineral absorption as well as the TGF-beta signaling pathway. Khan (2013) reported that the p38 MAPK/JNK pathway regulates crystallization modulator production and influences plaque formation as well as calcium oxalate nephrolithiasis. Our previous research also showed that calcium and TGF-*β* may participate in the pathogenesis of epithelial-mesenchymal transition and lead to stone formation (He et al., 2015).

To better understand the biological processes linked to differentially expressed miRNAs and their predicted target genes, we constructed an interaction network where rno-miR-674-5p, rno-miR-672-5p, rno-miR-138-5p and rno-miR-21-3p were found to be highly connected, which means that they may play crucial roles in the regulatory network. Interestingly, Wang et al. (2011) reported that miR-674-5p was able to stimulate the expression of osteogenic marker genes; miR-138-5p is a risk factor for pancreatic cancer (Yu et al., 2015) and Alzheimer’s disease (Lugli et al., 2015); and miR-21-3p increases resistance to cisplatin in a range of ovarian cell lines (Pink et al., 2015). In addition, rno-miR-484, rno-miR-138-1-3p, rno-miR-201-3p and rno-miR-203a-3p are downregulated in the network, nevertheless, previous studies reported these miRNAs to be tumor-associated (Pizzini et al., 2013; Liu et al., 2015; Merhautova et al., 2015; Murray et al., 2014; Yang et al., 2016; Ye et al., 2015). To our knowledge, there has been very little research on the relationship between these miRNAs and urolithiasis or calcium metabolism. Hu et al. (2014) reported serum and urinary levels of miR-155 were significantly elevated in patients with nephrolithiasis, and miR-155 might influence pathophysiology of nephrolithiasis via regulating inflammatory cytokines expression. However, the expressions of miR-155 were not significantly different between the two groups of our present study. Regarding mRNAs in the constructed network, Sema5a, which belongs to the semaphorin gene family, had the highest degree of connectivity of 13. It has previously been reported that Sema5a increases cell proliferation and metastasis and suppresses tumor formation (Lu et al., 2010; Sadanandam et al., 2012). In addition, Ding et al. (2008) suggested that Sema5a is a risk factor for Parkinson’s disease. Lpin2, which is associated with fatty acid, triacylglycerol, and ketone body metabolism (Chen et al., 2015), also had a high degree of connectivity of 9. Olr1, a crucial regulator of lipid metabolism (Tejedor et al., 2015), had a degree of connectivity of 8. Increasing numbers of studies are reporting a strong correlation between obesity/dyslipidemia and kidney stones (De, Liu & Monga, 2014; Fujimura et al., 2014). However, the mechanism whereby obesity and kidney stone disease are linked is still unknown. Recent research has indicated that obesity may increase reactive oxygen species and oxidative stress, which would influence the interaction between calcium oxalate/calcium phosphate crystals and renal epithelial cells (Khan, 2012).

The NF-kappa B signaling pathway was also significantly enriched in GHS rats, in addition, signal-net analysis has shown that NF-kappa B family might be a core role of our gene regulatory network including the members of NF-kappa B1, NF-kappa B2 and RelA. 

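Nfkbia, the inhibitor that holds NF-kappa B in the cytoplasm and is itself a target of NF-kappa B, lay at 10.14 ± 0.27 (SD, n = 3) in GHS and 8.91 ± 0.58 in SD kidneys, a log2 fold change of 1.22 (standard error 0.29, adjusted p = 0.27 from limma). It is 1 of 9 genes that the study lists as up in the NF-kappa B signaling pathway, and all 9 were measured and were higher at an unadjusted p under 0.05. The 4 genes listed as down were all lower, among them the kinase Atm at 5.11 ± 0.11 against 5.65 ± 0.09 (adjusted p = 0.19) and the viral RNA sensor that the study lists as Ddx58, here Rig1, at 7.96 ± 0.15 against 8.33 ± 0.09. None of the 13 passed when adjusted over all probe sets, and the study chose them on the same arrays, so neither the counts nor the direction are independent evidence. By the paper's Table S12, Nfkb1 and Rela have the highest degrees of the signal-net, followed by Egfr with 8, Nfkbia and Cblb with 6 each and Nfkb2 with 5.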

NF-kappa B is a transcription regulator that is activated by various intra- and extra-cellular stimuli such as cytokines, oxidant-free radicals, and bacterial or viral products (Hoesel & Schmid, 2013). Activated NF-kappa B translocates into the nucleus and stimulates the expression of genes involved in a wide variety of biological functions. Menon et al. (2014) found that the receptor activator of NF-kappa B ligand mediates bone resorption in IH, while Tozawa et al. (2008) reported that oxalate induced OPN expression by activating NF-kappa B in renal tubular cells. But there have been few researches focus on the function of NF-kappa B in the formation of idiopathic hypercalciuria urolithiasis. Furthermore, abnormal fat metabolism would also activate the NF-kappa B signaling pathway (Yang et al., 2015), which might contribute to the increased risk of urolithiasis in obesity populations. However, the molecular mechanism of NF-kappa B in IH desease is need further explore, which may assist in improving the clinical diagnosis and treatment of patients with IH.

## Conclusions

Here, we successfully identify rat hypercalciuria-related miRNAs and their target mRNAs. This comprehensive analysis will provide valuable insights for future research, which should aim at confirming the role of these genes in the pathophysiology of hypercalciuria stone desease. More further work needs to be done to get the whole picture right in the disease context. To the best of our knowledge, this is the first study to focus on the role of miRNA-mRNA interactions in hypercalciuria urolithiasis.

## Supplemental Information

10.7717/peerj.1884/supp-1 Table S1 Primer catalog Click here for additional data file.

10.7717/peerj.1884/supp-2 Table S2 Dysregulated miRNAs Information on differentially expressed miRNAs. Click here for additional data file.

10.7717/peerj.1884/supp-3 Table S3 Dysregulated mRNAs Information on differentially expressed mRNAs. Click here for additional data file.

10.7717/peerj.1884/supp-4 Table S4 miRanda Target mRNAs for differentially expressed miRNAs were predicted using the miRanda database. Click here for additional data file.

10.7717/peerj.1884/supp-5 Table S5 List of intersecting genes The list of intersecting genes between predicted target mRNAs and differentially expressed mRNAs. Click here for additional data file.

10.7717/peerj.1884/supp-6 Table S6 GO analysis Information on differential GO terms. Click here for additional data file.

10.7717/peerj.1884/supp-7 Table S7 GO analysis (enrichment & −LogP) Information on differential GO terms (enrichment and −LogP). Click here for additional data file.

10.7717/peerj.1884/supp-8 Table S8 Pathway analysis Information on differential pathways. Click here for additional data file.

10.7717/peerj.1884/supp-9 Table S9 Pathway analysis (enrichment & −LogP) Information on differential pathways (enrichment and −LogP). Click here for additional data file.

10.7717/peerj.1884/supp-10 Table S10 GO and pathway intersecting genes The subset of differentially expressed genes that were both members of significantly enriched GO and KEGG pathway entries. Click here for additional data file.

10.7717/peerj.1884/supp-11 Table S11 microRNA-Gene-Network MicroRNA-gene relationships and properties of genes presented in Fig. 5. Click here for additional data file.

10.7717/peerj.1884/supp-12 Table S12 Signal-Net Gene–gene relationships and properties of genes presented in Fig. 6. Click here for additional data file.

10.7717/peerj.1884/supp-13 Table S13 Delta Ct values Real-time qPCR delta-Ct values of 12 pairs of GHS rats and controls. Click here for additional data file.

10.7717/peerj.1884/supp-14 Figure S1 miRNA microarray analyses Samples consist of kidneys from three paired rats (GHS and control SD rats). Green, downregulated miRNAs; red, upregulated miRNAs. Click here for additional data file.

10.7717/peerj.1884/supp-15 File S1 Microarray-based analysis Detailed principle and methodology of microarray-based analysis. Click here for additional data file.

# Supplementary material for: Integrative microRNA-gene expression network analysis in genetic hypercalciuric stone-forming rat kidney
**Source:** PeerJ. 2016 Mar 31;4:e1884. doi: 10.7717/peerj.1884
**Supplement:** File S1 — Detailed principle and methodology of microarray-based analysis.

## GO analysis

GO analysis was applied to analyze the main function of the differential expression genes according to the Gene Ontology which is the key functional classification of NCBI, which can organize genes into hierarchical categories and uncover the gene regulatory network on the basis of biological process and molecular function.

Specifically, two-side Fisher’s exact test and test were used to classify the GO category, and the false discovery rate (FDR) was calculated to correct the P-value，the smaller the FDR, the small the error in judging the p-value. The FDR was defined as , where refers to the number of Fisher’s test P-values less thantest P-values. We computed P-values for the GOs of all the differential genes.

Enrichment provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific, which helps us to find those GOs with more concrete function description in the experiment. Within the significant category, the enrichment Re was given by:

where “” is the number of flagged genes within the particular category, “” is the total number of genes within the same category, “” is the number of flagged genes in the entire microarray, and “” is the total number of genes in the microarray.

**References:**

2006. The Gene Ontology (GO) project in 2006. Nucleic Acids Res 34: D322-326.

Ashburner, M., C.A. Ball, J.A. Blake, D. Botstein, H. Butler, J.M. Cherry, A.P. Davis, K. Dolinski, S.S. Dwight, J.T. Eppig, M.A. Harris, D.P. Hill, L. Issel-Tarver, A. Kasarskis, S. Lewis, J.C. Matese, J.E. Richardson, M. Ringwald, G.M. Rubin, and G. Sherlock. 2000. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25: 25-29.

Dupuy, D., N. Bertin, C.A. Hidalgo, K. Venkatesan, D. Tu, D. Lee, J. Rosenberg, N. Svrzikapa, A. Blanc, A. Carnec, A.R. Carvunis, R. Pulak, J. Shingles, J. Reece-Hoyes, R. Hunt-Newbury, R. Viveiros, W.A. Mohler, M. Tasan, F.P. Roth, C. Le Peuch, I.A. Hope, R. Johnsen, D.G. Moerman, A.L. Barabasi, D. Baillie, and M. Vidal. 2007. Genome-scale analysis of in vivo spatiotemporal promoter activity in Caenorhabditis elegans. Nat Biotechnol 25: 663-668.

Schlitt, T., K. Palin, J. Rung, S. Dietmann, M. Lappe, E. Ukkonen, and A. Brazma. 2003. From gene networks to gene function. Genome Res 13: 2568-2576.

## Pathway Analysis

Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG. Still, we turn to the Fisher’s exact test and test to select the significant pathway, and the threshold of significance was defined by P-value and FDR. The enrichment Re was calculated like the equation above.

**References**

Kanehisa, M., S. Goto, S. Kawashima, Y. Okuno, and M. Hattori. 2004. The KEGG resource for deciphering the genome. Nucleic Acids Res 32: D277-280.

Yi, M., J.D. Horton, J.C. Cohen, H.H. Hobbs, and R.M. Stephens. 2006. WholePathwayScope: a comprehensive pathway-based analysis tool for high-throughput data. BMC Bioinformatics 7: 30.

Draghici, S., P. Khatri, A.L. Tarca, K. Amin, A. Done, C. Voichita, C. Georgescu, and R. Romero. 2007. A systems biology approach for pathway level analysis. Genome Res 17: 1537-1545.

## Signal-Net

Gene-gene interaction network was constructed based on the data of differentially expressed genes. Using java that allows users to build and analyze molecular networks, network maps were constructed. For instance, if there is confirmative evidence that two genes interact with each other, an interaction edge is assigned between the two genes. The considered evidence is the source of the interaction database from KEGG. Networks are stored and presented as graphs, where nodes are mainly genes (protein, compound, etc.) and edges represent relation types between the nodes, e.g. activation or phosphorylation. The graph nature of Networks raised our interest to investigate them with powerful tools implemented in R.

To investigate the global network, we computationally identify the most important nodes. To this end we turn to the connectivity (also known as degree) defined as the sum of connection strengths with the other network genes:

In gene networks, the connectivity measures how correlated a gene is with all other network genes. For a gene in the network, the number of source genes of a gene is called the indegree of the gene and the number of target genes of a gene is its outdegree. The character of genes is described by betweenness centrality measures reflecting the importance of a node in a graph relative to other nodes. For a graph G:(V,E) with n vertices, the relative betweenness centrality is defined by:

where is the number of shortest paths from s to t, and is the number of shortest paths from s to t that pass through a vertex v.

**References:**

Jansen, R., D. Greenbaum, and M. Gerstein. 2002. Relating whole-genome expression data with protein-protein interactions. Genome Res 12: 37-46.

Li, C. and H. Li. 2008. Network-constrained regularization and variable selection for analysis of genomic data. Bioinformatics 24: 1175-1182.

Wei, Z. and H. Li. 2007. A Markov random field model for network-based analysis of genomic data. Bioinformatics 23: 1537-1544.

Zhang, J.D. and S. Wiemann. 2009. KEGGgraph: a graph approach to KEGG PATHWAY in R and bioconductor. Bioinformatics 25: 1470-1471.

Spirin, V. and L.A. Mirny. 2003. Protein complexes and functional modules in molecular networks. Proc Natl Acad Sci U S A 100: 12123-12128.

## MicroRNA-gene-network

To build a miRNA-Gene-Network, the relationship between miRNAs and genes was counted by their differential expression values, and according to their interactions in the Sanger miRNA database.

The adjacency matrix of MicroRNA and genes A= [ai,j] was made by the attribute relationships among genes and MicroRNA, where ai,j represents the weight of the relationship between gene i and MicroRNA j. In the miRNA-Gene-Network, the circles represent is represented by one edge. The center of the network was represented by degree. Degree is the contribution of one miRNA to the genes around or the contribution of one gene to the miRNAs around. The key miRNA and gene in the network always have the biggest degrees.

**References:**

Je-Gun, J, Kyu-Baek, H, Jin-Wu, N, Soo-Jin, K, and Byoung-Tak, Z. 2007. Discovery of microRNA-mRNA modules via population-based probabilistic learning. Bioinfo 23:1141.

Reut, S, Daniel, L, Moshe, Oren, Yitzhak, P. 2007. Global and local architecture of the mammalian microRNA-transcription factor regulatory network. PLOS One 3:1291

Anton. E, Bino. J, Ulrike. G, Thomas. T, Chris. S, and Debora. M. 2003. MicroRNA targets in Drosophila. Genome Biol 5:R1.

How the deposited data were processed for this re-analysis (not part of the article)

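Kidney RNA of 3 male GHS rats and 3 male SD rats was measured on Affymetrix Rat Gene 1.0 ST arrays, with 1 rat per array. The authors deposited RMA values on the log2 scale for 29214 probe sets, and that these are RMA values is taken from the submitters' processing notes and the column names of Table S3, neither of which gives a version in the sources used here. The values were taken as deposited, with no further normalization and no filter. Gene names come from the platform annotation: a probe set names a gene only where it carries 1 symbol. For 15279 probe sets that symbol was looked up by its gene ID in a list of rat gene names, and 0 were updated. Where several probe sets name a gene, 1 stands for the gene in lists and counts.

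GHS was compared with SD by a linear model with empirical Bayes moderation in limma 3.58.1 under R 4.3.3 (prior degrees of freedom 3.06, residual degrees of freedom 4), and p-values were adjusted over all probe sets by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 40 of 41 lists that had a measured gene (the list of sex genes had none), and members of a list were also adjusted over that list alone. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's ΔCt values, from 12 rats per group, were averaged by group for comparison with the arrays. Exact permutation tests of single genes used all 10 splits of the 6 arrays into 3 and 3. The fits and list tests were tested on simulated data, in which camera at the preset correlation, with an estimated correlation and on ranks, and fry, each called 4 of 4 shifted lists and 0 unshifted ones. On the real arrays, splits other than GHS against SD passed 4 to 17 lists by camera. The simulation therefore does not show how often camera calls unshifted lists on these arrays.

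The genes named in the text follow a rule set with the design: up to 10 named genes per direction past the adjusted threshold or next to it, the genes the paper names, the mRNAs of its qRT-PCR, and up to 4 members of each list and of each of the study's gene sets, by smallest p. The first 139 entries of Table S3, which hold values of these arrays, and the paper's other gene tables had been seen when that rule, the lists and the alternatives were written. The alternatives were an intensity trend, robust moderation, the random variance model that the study used, the t-test that its methods name, a filter on dim probe sets (a log2 value of at least 5 on at least 3 arrays), probe sets with exactly 1 symbol, centring on the median, cyclic loess, array weights, the replicate number as a block and each array left out in turn, and for lists an estimated correlation, fry, ranks and the mean of a gene's probe sets. Alternatives chosen after the data were seen leave out SD replicate 3 and GHS replicate 2 together, or add a score of tubule segments as a covariate. Gcnt1 has no probe set that names it alone, some further genes of the study's sets were not analysed here, and the miRNA arrays and the urine and serum measures were left out.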

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

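Of the tests in this part the one of lipogenic genes was chosen before its result was seen, those of clock genes, of a single rat, of immune cells, of kidney regions, of separation between the groups and of other splits were chosen only after the pattern was seen, and several of their bounds were set again, more strictly, after a first look.

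Genes that the paper does not discuss stood out in the comparison of GHS with SD rats by limma. The log2 fold change was 2.16 for Clstn2, 2.26 for Mfsd2a, 2.02 for Fam111a, 1.41 for Sgms2, 2.52 for Tmem252, 1.12 for Mettl2 and 1.55 for Apoe. It was 1.22 for the unnamed probe set 10759636. The 5 lower probe sets are unnamed too. Their log2 fold change was -5.45 for 10727806, -5.36 for 10830962 and for 10875983, -1.77 for 10914439 and -1.56 for 10833742. Splits of 3 against 3 arrays number 10, too few for a share under 0.05. The real split gave 13 probe sets at an adjusted p under 0.05 and the highest other split 0, so 1 split, the real one, gave as many. At an unadjusted p under 0.05 the real split gave 2779 and the highest other 3089, so 2 splits, the real one included, gave as many. That other split sets SD replicates 1 and 2 and GHS replicate 2 against the remaining arrays. For lists that pass camera the real split gave 18, and 1 split, the real one, gave as many. The other splits gave 17, 17, 16, 14, 13, 12, 10, 7 and 4, so a count near 18 also arose without the real grouping.

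Glucocorticoid-responsive genes, which the paper does not discuss, were higher in GHS: 13 of 18 measured when adjusted over the list alone and none over all probe sets, for example Fkbp5 at 9.03 ± 0.52 (SD, n = 3) against 7.12 ± 0.16 and Per1 at 8.63 ± 0.02 against 7.14 ± 0.47 (camera adjusted p = 2.26e-15 for the list, adjusted p = 0.337 with an estimated correlation, lowest of the alternatives 4.47e-22). A single GHS rat is argued against, since without GHS replicate 2 the difference of the list mean was 0.99 (standard error 0.19) against 1.11 with all rats. A different time of day at killing cannot be told apart, with a difference of -0.43 (standard error 0.92) in a contrast of evening and morning clock genes, and neither can a longer time since feeding, with a difference of 0.11 (standard error 0.24) in lipogenic genes, since both errors are wide. Of the morning genes, Nfil3 had a log2 fold change of 1.62, against 0.06 for Npas2 and -0.05 for Clock. The fixed list of clock genes, which shares Per1 with the glucocorticoid list, lay higher in GHS without passing (camera adjusted p = 0.0566). Over its alternatives the adjusted p ran from 0.0281 without GHS replicate 3 to 0.337 with an estimated correlation. A stress at handling that differed between the strains and the strain itself stay open and were not tested.

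Genes for cytokines, chemokines and adhesion molecules were higher in GHS as described in the text, with a difference of the list mean of 0.76 (standard error 0.23). Without GHS replicate 2, the array with the highest mean, the difference was 0.60 (standard error 0.22), which leaves a single rat as part of the cause open. More macrophages and lymphocytes in the GHS kidneys cannot be told apart either, since the median log2 fold change of their markers was 0.16 and the standard error of their difference, 0.34, is wide. Neutrophil markers, which that test leaves out, had a median log2 fold change of 1.18, so more neutrophils in the GHS kidneys stay open too. A difference between the strains stays open and was not tested apart from these.

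Markers of the thick ascending limb were lower in GHS: 3 of 10 measured when adjusted over the list alone and none over all probe sets, among them the potassium channel Kcnj1 at 8.55 ± 0.21 against 9.60 ± 0.42 (camera adjusted p = 3.51e-06 for the list, adjusted p = 0.357 with an estimated correlation, lowest of the alternatives 5.85e-11), and 0 without SD replicate 3, without GHS replicate 1 or without GHS replicate 2 and 10 without SD replicate 1. Pieces that held different shares of the kidney regions cannot be told apart from a change in the cells: 6 of 6 other segment lists lay on the side that more cortex in the GHS pieces would give, but their values had been seen when that test was chosen. A difference shared by all GHS rats stays open too, since the highest GHS array's list mean lay 0.14 above the lowest SD array's, within the larger SD of the groups, 0.58.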

How the results depend on the processing

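Leaving out SD replicate 3 and GHS replicate 2 together and the covariate of tubule segments were chosen only after the data were seen. The 13 probe sets at an adjusted p under 0.05 became 0 by the methods' t-test, 7 with 1 symbol (fewer were tested), 43 with array weights, 0 without both of these arrays and 6 with the covariate, and 3 to 24 in leave-one-out fits. The 2779 at an unadjusted p under 0.05 became 1696 with 1 symbol, 4853 with array weights and 1800 to 3775 in leave-one-out fits. Same-numbered arrays correlated in their deviations at 0.03, 0.16 and 0.13, each best with its own number. The paper speaks of pairs, with SD rats matched to GHS rats on body weight and age. It does not say that the replicate number marks a pair, so these correlations are only a hint of pairing. The replicate block gave 0 probe sets at an adjusted p under 0.05 and 0 named genes. Of the genes named at or next to that threshold, up to 10 per direction, 7 passed here and 0 by the t-test. With array weights 15 of them passed, and 0 to 5 in leave-one-out fits, and other named genes are not in these counts. Of the 18 lists 0 passed with an estimated correlation and 0 by fry. Of the study gene sets, at an unadjusted p under 0.05, the t-test passed 551 genes of Table S5, 117 of Table S11 and 4 of the qRT-PCR mRNAs, and leave-one-out fits passed 536 to 693, 129 to 160 and 4 to 6. The intensity trend, robust moderation, the random variance model, the dim filter, centring and cyclic loess kept the counts of probe sets, named genes, study genes and qRT-PCR mRNAs within 1.5 times, and of these settings the lists were run with the dim filter and cyclic loess only, with 17 passing under each.

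Of the genes named for lists, these turned direction in leave-one-out fits (range of the log2 fold change): Slc5a3 -1.09 to 0.17, Cryab -0.63 to 0.19, Upk3a -0.05 to 0.34, Upk2 -0.02 to 0.09, Podxl -0.29 to 0.09, Plce1 -0.08 to 0.40 (-0.05 with array weights), Ptpro -0.26 to 0.56, Col1a2 -0.53 to 0.04, Pdgfra -0.64 to 0.06, Col1a1 -0.51 to 0.02, Hbb -0.05 to 0.89, Alas2 -1.16 to 0.62 and Retn -0.02 to 0.94. In the set test, macrophages turned lower without SD replicate 3 and GHS replicate 2 (adjusted p = 0.3717 by camera). Beyond the number tested and the number of arrays, the cause was not tested. The number of arrays limits the precision, and dim probe sets near the lower end of the signal may limit it further, which was not tested.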

Differences from the paper's values

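The checks of table columns below were chosen only after the tables' values were seen. For Sema5a the paper's array fold change is about 1.6 in Fig. 6B, read by eye, and here it was 1.33. For Lpin2 it is about 1.3 in the same figure, read by eye, and here it was 1.63, within the larger error, so that each of the 2 bars lies nearer to the other gene's value here than to its own. Of the alternatives set before the deposited values were examined, leaving out SD replicate 2 (1.37) or GHS replicate 1 (1.47) brought Sema5a within the larger error, and the others, from 1.27 to 1.34, did not. The legend of Fig. 6B names a log2 ratio, while its array values match fold changes on the linear scale, such as about 1.9 for Vdr, where the fold here was 1.87, and about -1.5 for Casr, where it was -1.54 as a signed fold.

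In Table S3, of which only the first entries were at hand, all of genes up in GHS, the column of geometric means headed GHS matches the SD arrays in each of those entries and the GHS arrays in 0 of them, at a tolerance of 5%. In the second sheet of Table S10 the direction is opposite to Table S11 for 223 of 223 mRNAs and opposite to the deposited values for 203 of the 203 measured. The text describes miRNA and mRNA pairs of opposite direction, while by the styles of Table S11 itself 307 of 587 pairs run in opposite directions and 280 in the same direction.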

Other observations

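No test in this part beyond the planned list tests was run, and the genes named follow the rule for lists. Markers of tubular injury were higher in the GHS kidney: 4 of 17 measured when adjusted over the list alone and none lower, among them clusterin (Clu), a secreted chaperone, at a log2 value of 10.26 ± 0.45 (SD, n = 3) against 9.14 ± 0.20 and keratin 8 (Krt8) at 8.33 ± 0.14 against 7.82 ± 0.18 (camera adjusted p = 8.68e-06, adjusted p = 0.357 with an estimated correlation, lowest of the alternatives 2.06e-08), and 1 was without SD replicate 1 and 2 without GHS replicate 2. The mean of these markers, against that of all arrays, was 1.21 on GHS replicate 2 against 0.21 and -0.04 on the other GHS arrays and -0.56, -0.17 and -0.64 on the SD arrays. Markers of neutrophils, macrophages and adipocytes were highest on GHS replicate 2 too, at 1.39, 0.86 and 1.49. Those of adipocytes lay at -0.59 and -0.32 on the other GHS arrays, and their list did not pass (camera adjusted p = 0.172). Of 26 immediate-early genes 4 were higher and none was lower over the list alone, such as Myc at 6.09 ± 0.32 against 4.90 ± 0.44 and Fosl2 at 8.32 ± 0.41 against 7.42 ± 0.25 (camera adjusted p = 1.31e-05, adjusted p = 0.421 with an estimated correlation, lowest of the alternatives 1.45e-13), and 0 were without GHS replicate 3, 1 without GHS replicate 2 and 13 without SD replicate 2. Of 16 semaphorins 2 were higher over the list alone, Sema4c at 5.86 ± 0.11 against 5.06 ± 0.33 and Sema4g at 6.52 ± 0.09 against 6.08 ± 0.13, and none was lower (camera adjusted p = 0.0364, adjusted p = 0.387 with an estimated correlation, range over the alternatives 0.00503 to 0.41). Neither gene passed, nor did the list by camera, without SD replicate 1, without SD replicate 3 or without GHS replicate 2, and neither gene passed without GHS replicate 3.

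In the renin-angiotensin system 2 of 10 measured genes, Anpep and Agtr1b, were lower and 1, the carboxypeptidase Prcp at 8.11 ± 0.54 against 6.42 ± 0.71, was higher over the list alone (camera adjusted p = 0.0364 for lower, adjusted p = 0.337 with an estimated correlation, lowest of the alternatives 0.0108), and the list did not pass without SD replicate 1 or SD replicate 3. Of 28 chromatin modifiers none passed over the list alone or over all probe sets by limma, and at an unadjusted p under 0.05 1 was higher, the demethylase Kdm6b at 8.11 ± 0.30 against 7.51 ± 0.14, and 7 were lower, among them the methyltransferases Ezh1 at 8.29 ± 0.11 against 8.69 ± 0.20 and Dnmt1 at 6.49 ± 0.08 against 6.78 ± 0.07 (camera adjusted p = 0.00529, adjusted p = 0.364 with an estimated correlation, lowest of the alternatives 0.00239). Of 23 interferon-stimulated genes 2 were lower over the list alone, Mavs and the receptor Tlr3 at 7.97 ± 0.09 against 8.60 ± 0.19, and the list did not pass (camera adjusted p = 0.789). The count of 2 was 0 without SD replicate 2, GHS replicate 2 or GHS replicate 3, and in the set test, interferon-stimulated genes lay lower without SD replicate 3 (adjusted p = 0.014). No gene of the lists in this part passed when adjusted over all probe sets.

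Of 16 markers of the first proximal tubule segments none passed over the list alone, and at an unadjusted p under 0.05 3 were higher, for example the receptor Cubn at 10.58 ± 0.07 against 10.12 ± 0.23, and 1 was lower (camera adjusted p = 4.98e-05, adjusted p = 0.364 with an estimated correlation, lowest of the alternatives 4.75e-08). Their mean was 0.34, -0.22 and -1.18 on the SD arrays, so that SD replicate 3 stood apart, and 0.52, 0.18 and 0.38 on the GHS arrays. Of 11 neutrophil markers 2 were higher over the list alone, Mmp8 at 6.56 ± 1.27 against 4.11 ± 0.60 and Mmp9 (camera adjusted p = 3.51e-06, adjusted p = 0.362 with an estimated correlation, lowest of the alternatives 2.52e-13), and 0 without SD replicate 2, SD replicate 3, GHS replicate 2 or GHS replicate 3 and 9 without GHS replicate 1. Of 13 macrophage markers none passed over the list alone and 2 were higher at an unadjusted p under 0.05, Cd14 at 8.48 ± 0.94 against 6.99 ± 0.48 and C1qb at 7.17 ± 0.53 against 6.19 ± 0.75 (camera adjusted p = 0.00906, adjusted p = 0.633 with an estimated correlation, the highest of the alternatives), and for macrophages the set test gave an adjusted p = 0.451 without SD replicate 3 and 0.287 without GHS replicate 2. Of 11 intercalated cell markers 1 was higher over the list alone, the bicarbonate transporter Slc4a9 at 7.27 ± 0.36 against 6.13 ± 0.16, and of 9 principal cell markers 1 was lower, the vasopressin receptor Avpr2 at 5.43 ± 0.07 against 6.12 ± 0.29, and neither list passed (camera adjusted p = 0.874 and 0.0534), though the principal cell list did, lower, without SD replicate 1 or GHS replicate 1, and Avpr2 passed over the list alone without SD replicate 1 but not without any other array.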
